# T Cell Leukemia/Lymphoma 1A is essential for mouse epidermal keratinocytes proliferation promoted by insulin-like growth factor 1

**DOI:** 10.1371/journal.pone.0204775

**Published:** 2018-10-04

**Authors:** Antonella Bresin, Gianluca Ragone, Cristina Cristofoletti, Diego Arcelli, Cristian Bassi, Elisabetta Caprini, Maria Teresa Fiorenza, Mauro Helmer Citterich, Giandomenico Russo, Maria Grazia Narducci

## Abstract

T Cell Leukemia/Lymphoma 1A is expressed during B-cell differentiation and, when over-expressed, acts as an oncogene in mouse (*Tcl1a*) and human (*TCL1A*) B-cell chronic lymphocytic leukemia (B-CLL) and T-cell prolymphocytic leukemia (T-PLL). Furthermore, in the murine system *Tcl1a* is expressed in the ovary, testis and in pre-implantation embryos, where it plays an important role in blastomere proliferation and in embryonic stem cell (ESC) proliferation and self-renewal. We have also observed that *Tcl1-/-* adult mice exhibit alopecia and deep ulcerations. This finding has led us to investigate the role of TCL1 in mouse skin and hair follicles. We have found that TCL1 is expressed in the proliferative structure (i.e. the secondary hair germ) and in the stem cell niche (i.e. the bulge) of the hair follicle during regeneration phase and it is constitutively expressed in the basal layer of epidermis where it is required for the correct proliferative–differentiation program of the keratinocytes (KCs). Taking advantage of the murine models we have generated, including the *Tcl1-/-* and the *K14-TCL1* transgenic mouse, we have analysed the function of TCL1 in mouse KCs and the molecular pathways involved. We provide evidence that in the epidermal compartment TCL1 has a role in the regulation of KC proliferation, differentiation, and apoptosis. In particular, the colony-forming efficiency (CFE) and the insulin-like growth factor 1 (IGF1)-induced proliferation are dramatically impaired, while apoptosis is increased, in KCs from *Tcl1-/-* mice when compared to WT. Moreover, the expression of differentiation markers such as cytokeratin 6 (KRT6), filaggrin (FLG) and involucrin (IVL) are profoundly altered in mutant mice (*Tcl1-/-*). Importantly, by over-expressing *TCL1A* in basal KCs of the *K14-TCL1* transgenic mouse model, we observed a significant rescue of cell proliferation, differentiation and apoptosis of the mutant phenotype. Finally, we found TCL1 to act, at least in part, via increasing phospho-ERK1/2 and decreasing phospho-P38 MAPK. Hence, our data demonstrate that regulated levels of *Tcl1a* are necessary for the correct proliferation and differentiation of the interfollicular KCs.

## Introduction

Skin homeostasis is a complex process in which epidermal stem cells (SCs) self-renew and generate daughter cells, which proliferate, undergo terminal differentiation and eventually die. Among the genes regulating epidermal homeostasis, we have previously described the role of the *Tcl1a* gene in a mouse model [1]. *TCL1A* has been initially isolated as an oncogene involved in human T-PLL and it is widely studied in B-CLL [2–8], albeit *Tcl1-/-* mice show a mild impairment of B- and T-cell differentiation [9]. *TCL1A* overexpression in cancer or in mouse models is tightly associated to proliferative/pro-survival conditions [10–12]. Further, TCL1 affects the proliferation/differentiation balance, the self-renewal ability and pluripotency of murine embryonic stem cells (ESC) [13–18] and it is highly expressed in pre-implantation embryo, allowing the progression beyond the 4-cell stage [19, 20].

In our previous study, we have shown that TCL1 affects both hair growth and epidermis integrity [1]. We found that *Tcl1a* loss led to the proliferation impairment of transient amplifying (TA) cells, in the regenerative phase of hair follicle, and to the lack of expression of the SC marker CD34 in the bulge (i.e., the SC niche), thus affecting the ability to incorporate BrdU in the slow-cycling SC and in TA cells. Additionally, *Tcl1a* was found to be expressed in the basal layer of mouse epidermis, where its loss induced a differentiation/proliferation imbalance, resulting in the aberrant co-expression of proliferation and apoptotic markers in the same cell. As a consequence, adult *Tcl1-/-* mice developed skin defects, represented by early alopecia and late ulcerations. Interestingly, the mutant phenotype was almost completely rescued by epidermal *K14* promoter-driven *TCL1A* over-expression, *in vivo* [1].

TCL1 is known to enhance AKT Ser-473 phosphorylation and its nuclear translocation, both in humans and in mice [21–24]. Furthermore, TCL1 acts as an NFkB activator, through the interaction with p300, and as an inhibitor of AP1-dependent transcription, through the direct interaction with cFOS and cJUN [25].

In this study we used the gene expression profile (GEP) analysis to unravel the pathways that are affected by *Tcl1a* loss-of-function in epidermal keratinocytes (KCs) by comparing the *Tcl1-/-* and the WT mouse models. Furthermore, we evaluated the reactivation of TCL1 in the basal layer of epidermis in the *K14-TCL1* mouse model for its ability to rescue the aberrant phenotype, both at the molecular and functional levels. We especially focused on proliferation/differentiation/apoptosis functions and our findings show that TCL1 affects several growth factor-induced pathways with the RAS-MAPK pathway resulting strongly involved. In particular, we found that TCL1 is essential for IGF1-induced proliferation of primary KCs and for their clonogenic ability. Additionally, cleavage of apoptosis-related proteins such as Caspase 3 (CASP3) and Poly(ADP-ribose) polymerase 1 (PARP1) is increased in *Tcl1-/-* KCs. Alterations in the expression pattern of differentiation markers, such as KRT6, FLG and IVL, are also described. Interestingly, restoring the *TCL1A* expression in the *K14-TCL1* mouse model almost completely reverts the aberrant phenotype.

## Materials and methods

### Animals

*Wild Type* C57bl/6 (WT), *Tcl1-/-* and *K14-TCL1;Tcl1-/-* (*K14-TCL1*) mice were studied [1]. All experimental procedures, animal care and housing were conformed to European(Directive 86/609/ECC and 2010/63/UE) and Italian (D.L. 116/92 and D.L. 26/2014) laws on theuse of animals in scientific research Animal experiments were approved by the IDI-IRCCS Animal Care and Use Committee ‘Organismo Preposto al Benessere Animale’ (OPBA) and the protocol was approved by the Italian Ministry of Health. All efforts were made to minimize suffering.

### RNA isolation

For gene expression experiments, skin patches of 1 cm^2^ were harvested three days’ post-depilation (3dpd). The skin biopsy was excised and placed in PBS containing 1U/mL of dispase (BD Biosciences, Belgium) and incubated overnight at 4°C in gentle fluctuation. The epidermal sheet was then separated from the dermis using sterile forceps and placed in 1mL of TRIZOL Reagent (Life Technologies, UK). Total RNA was extracted following manufacturer’s protocol. RNA quality was checked through agarose gel and quantification was obtained using NanoDrop spectrophotometer (Thermo Fisher Scientific, MA USA).

### Microarray expression profile

Biotinylated cRNAs probes were prepared and hybridized to pan-genomic Affymetrix Mouse Genome 430 2.0 arrays, as per manufacturer protocol (Affymetrix, Santa Clara, CA USA). Three animals and three independent chips were used for each genotype. Unsupervised hierarchical analyses were performed using the BRB-Array Tools software (Biometric Research Branch, National Cancer Institute) [26] and Partek Genomic Suitesoftware (Partek Inc. St. Louis, MO, USA) for principal component analysis (PCA). To identify genes that were differentially expressed between WT, *Tcl1-/-* and *K14–TCL1* groups supervised analysis was performed using ‘class comparison tools’ of BRB array tools. The random variance model was applied to the filtered data sets. Genes with p-values less than 0.001 were considered statistically significant. Moreover, genes were excluded if their expression was less than 1.4 fold from gene’s median value in at least 20% of the samples. The false discovery rate (FDR) was also estimated for each gene using the method of Benjamini and Hochberg, to control for false positives [27]. Gene ontology (GO) and pathway analysis used two-sample t tests and random variance model. Significant gene sets were found using LS/KS permutation test and Efron-Tibshirani's GSA maxmean test. For gene categories identified by GO the threshold was P<0.005. For pathway analysis, the threshold of determining significant gene sets was P<0.05. Gene sets are defined by the Biocarta Pathway (https://cgap.nci.nih.gov/Pathways/BioCarta). Pathways and GO analysis have been performed using the “Gene Set Expression Comparison” tool of BRB array tools. According to the PLOS Data Availability policy, microarray data are deposited at GEO (accession number GSE118345).

### Real time PCR

Real Time quantification of target mRNAs relative to RNA polymerase II (RPII) mRNA was performed with a SYBR Green 2X SensiMix One-Step Kits (Quantace, UK), using the ABI PRISM 7000 detection system (Applied Biosystems, UK). cDNAs were made using 1μg total RNA, 0.5μg oligo dT, 1μl ImProm-II Reverse Transcriptase (Promega, WI USA). 3μl of cDNA diluted 1:7 were added in a 25μl total reaction mix. Primers for target genes (*Krt6*; *cFos*; *Gjb*2; *Dio2*; *Dusp1*; *Epgn*; *Rptn*; *S100a*9; *Sprr1b*; *Stk25*) and reference gene (*RPII*) (MWG, Biotech, Germany) were optimized for a final concentration of 50nM and are listed in S1 Table. The following experimental run protocol was used: initial denaturation 95°C for 10 min followed by 40 cycles of denaturation 95°C for 15sec and annealing 60°C for 1min. RT-PCR products, analyzed by gel electrophoresis, resulted in a single product of the expected length. In addition, a melting curve analysis was performed, which confirmed the specificity of the reaction and the absence of primer dimers. Relative gene expression was quantified as described in User Bulletin #2 for the ABI PRISM 7000.

### Cell culture

Mouse KCs were isolated from the skin of newborn mice, as described [28], except that the epidermis was dissociated following 0.05% DNase addition (Sigma-Aldrich, Italy). 5*10^5 KCs were plated in T25 cell culture flask coated with mouse type IV collagen (BD Biosciences, Belgium) and grown in Cnt-57 progenitor cell-targeted medium (CELLnTEC, Switzerland). At subconfluence, cells were detached using TrypLE enzyme (Thermo Fisher Scientific, MA USA) and either used for the experiments, or seeded for further passages at 2*10^5 cells in 5 mL medium.

### Kinase assay

AKT kinase assay was performed following the manufacturer’s instruction (CycLex CY-1168, MBL, Japan). Briefly, equal amounts of keratinocyte extract were added to the plate wells together with ATP-containing kinase reaction buffer. After 60 minutes of incubation, wells were washed and then were incubated with HRP-conjugated antibody for additional 60 minutes. After washing, wells were incubated with substrate reagent for 10 minutes. Finally, stop solution was added and absorbance was measured using a plate reader at dual wavelengths of 450/540 nm (BIO-RAD model 680).

### Western blot analysis (WB)

1-cm^2^ epidermal samples were obtained as described for RNA isolation, lysed in RIPA buffer and boiled in SDS sample buffer. 30-μg protein were separated in SDS-PAGE gels and transferred to nitrocellulose membranes (BIO-RAD). Membranes were incubated overnight at 4°C with primary antibodies followed by 1-hour incubation at room temperature with appropriate HRP-conjugated secondary antibodies (Santa Cruz Biotechnology). Immuno-detection was enhanced by chemiluminescence detection reagents (Thermo Scientific Pierce). Films were scanned on a GS710 Calibrated Imaging Densitometer and absorbance of the bands was measured by means of Quantity One software version 4.1.1 (BIO-RAD). Antibody used are listed in the S2 Table.

### Immunofluorescence

Skin biopsies of 1 cm^2^ were excised 3dpd, embedded in cryostat medium Killik (Bio-Optica) and rapidly frozen. 5μm sections were cut, processed as described [1] and incubated overnight at 4°C with anti-TCL1 (5A4 rat monoclonal antibody from Areta International), anti-phospho-AKT (9271 Cell Signaling Technology), anti-cFOS (PC38 Calbiochem-MERK), anti-cJUN (610326 BD biosciences), anti-phospho-cJUN (3270 Cell Signaling Technology), anti-KRT6A (PRB-169P) or anti-KRT10 (PRB-159P Covance-Biolegend). FITC- or CY3- or CY5-conjugated secondary antibodies were all from Jackson ImmunoResearch. The specimens were observed by laser scanning confocal microscopy using a Zeiss LSM 510 Meta microscope.

### Colony-forming efficiency assay (CFE)

Freshly isolated KCs were low-density seeded in 6-well plates (500 cells/well in triplicate) and cultured for two weeks. Cells were than fixed with 2% paraformaldehyde for 15 minutes and stained with 1.5% Rhodamine B in water for 20 minutes. Colonies were counted and average number of three independent experiments were graphed. In addition, the percentage of total number of colonies developed from *Tcl1-/-*, with respect to WT or *K14–TCL1* cells was calculated for each passage.

### Proliferation assay

Cryopreserved p0 KCs were plated in T25 cell culture flask. At p1 passage 0.5x10^4^ cells were seeded in 96-well plates, in triplicate. Subconfluent cells were starved for 16 hours in Cnt-57 basal medium (CELLnTEC, Switzerland), and then cultured with either 100 ng ml^-1^ of mouse recombinant IGF-1 (Peprotech, UK) in basal medium, basal medium alone or complete medium. After 24 hours, cells were fixed with 3% formaldehyde in PBS, then washed and stained with 0.5% crystal violet solution for 30 minutes at RT. Samples were eluted with 100 μl of 0.1M Na citrate in 50% ethanol pH 4.2 and Optical Density (OD) was measured at 595 nm using a microplate reader BIO-RAD Model 680. For each treatment, the differences in cell proliferation between the three genotypes were evaluated as the ratio of OD values compared to the WT. In addition, the effect of different treatments on the proliferation was evaluated, for each genotype, as the OD ratio of the complete- or IGF1-treated vs basal value.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 6 software. For CFE and proliferation assays, statistical significance was determined by multiple T-test using the Holm-Sidak method, with alpha = 5.000%. For Western blot analysis, significance was calculated by paired T-test. Gene expression experiments were analyzed as described in the ‘microarray expression profile’ paragraph of this section.

## Results

### The epidermis of *Tcl1-/-* mice shows defective proliferation and differentiation signalling, as revealed by gene expression profiling (GEP)

In order to identify the molecular mechanisms involved in TCL1 function on skin homeostasis of adult mice, we used pan-genomic Affymetrix Mouse Genome 430 2.0 arrays to generate GEP of epidermal KCs obtained from WT, *Tcl1-/-* and K14-*TCL1* mouse models [1].

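The samples were sheets of epidermis, separated from the dermis with dispase, from skin excised 3 days after depilation, so they hold the KCs of all layers together with the other cells that live in the epidermis. The arrays analysed here came from 2 WT animals and from 3 of each of the other genotypes, where the methods give 3 animals and 3 chips for each genotype. K14-TCL1 mice carry a human TCL1A transgene, driven in basal KCs by the keratin 14 promoter, on the Tcl1-/- background. Tcl1, the gene deleted in Tcl1-/-, was read by its probe set at log2 intensities of 5.01, 5.06 and 5.00 in the Tcl1-/- arrays, 5.16, 4.94 and 4.94 in the K14-TCL1 arrays and 4.96 and 4.897 in the WT arrays, near the low end of the scale. The difference between Tcl1-/- and WT was 0.095 ± 0.069 on the log2 scale (± SE, as for all log2 differences given here), with an adjusted p of 0.355, and that between K14-TCL1 and WT was 0.085 ± 0.069, with an adjusted p of 0.418. Whether this probe set lies inside the deleted part, or can bind the human transgene, was not tested, so these values check no label. Of 7 listed genes of the Tcl1 family, 5 were measured. Tcl1b2, which the paper's discussion reports at a high level in the epidermis, above all in Tcl1-/-, was not among them. Of the 5, Tcl1b1 was higher in Tcl1-/- than in WT, by 0.17 ± 0.037 with an adjusted p of 0.0100, and 4 did not pass the test (the same when adjusted over the list alone). Tcl1b1 no longer passed without either WT array, or with a prior variance that follows the mean intensity. Tcl1b3, Tcl1b4 and Mtcp1 had differences of 0.073 ± 0.062, 0.048 ± 0.047 and 0.027 ± 0.090. None of the 5 passed in K14-TCL1 against WT, where the differences ran from 0.026 for Tcl1b4 to 0.15 for Tcl1b3 (none when adjusted over the list alone).
The submitters' processing notes name RMA (robust multi-array average: background correction, quantile normalization across arrays and a summary of the probes of each probe set), and the deposited values are on the linear intensity scale, from 4.92 to 20952. The log2 medians of the 8 arrays lie between 6.52 and 6.55. Such values hold no count behind each gene, and the number of arrays limits their precision. Low intensities contain background, which makes fold changes of weakly expressed genes smaller. The probe sets that carry 1 gene name in the deposited table, 21556 in all, name 13201 genes, each represented here by its probe set with the highest mean. The 9731 genes whose highest genotype mean is at least 5 on the log2 scale were tested with limma, in a model in which the 8 arrays share 1 estimate of the spread for each gene. A gene was called at a Benjamini-Hochberg adjusted p under 0.05.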

#### The GEP of *K14-TCL1* KCs is more similar to the WT than to *Tcl1-/-*

Principal components analysis (PCA) of the three groups, using Partek software, reveals clearly distinct clustering among them (Fig 1A), confirming a major role for *Tcl1a* in the epidermis. Moreover, unsupervised hierarchical cluster analysis, using BRB software, shows that the GEP of mice carrying the *K14*-*TCL1* transgene is more similar to the WT than to the *Tcl1-/-* one (Fig 1B). 

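Each genotype had an expression state of its own. S100a8, which encodes a calcium-binding protein of activated KCs and neutrophils, was at an intensity of 54.2 ± 2.73 (SD, n = 3) in Tcl1-/-, 1267 ± 59.5 (n = 3) in K14-TCL1 and 129.9 ± 3.51 (n = 2) in WT. Rptn, a component of the cornified envelope, was at 139 ± 11.4 in Tcl1-/-, 807 ± 27.3 in K14-TCL1 and 889 ± 7.92 in WT. Of 9731 genes tested, 3746 differed among the 3 genotypes. In a principal component analysis of the centred log2 values of these 9731 genes, component 1 held 47.7% of the variance and set Tcl1-/- (12.3 to 12.4) apart from K14-TCL1 (-5.92 to -5.72) and WT (-9.83 to -9.80). Component 2, with 32.8%, set K14-TCL1 (-9.76 to -8.63) apart from WT (11.0 to 11.6), with Tcl1-/- between them (1.11 to 2.06). Component 3, with 6.45%, set replicate 2 of K14-TCL1 (8.03) apart from its own group (-4.97 and -3.45). Across all probe sets, correlations between arrays were 0.998 to 0.999 within genotypes and 0.995 to 0.996 between them, so the genotypes differed by more than their replicates. With 2 to 3 arrays in a group, no p was given to this separation.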

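Stk25, a kinase gene, and Pnpla3, which encodes a lipid hydrolase, show how K14-TCL1 stood to the others. Stk25 was at 237 ± 2.16 (SD, n = 3) in K14-TCL1 and 237 ± 12.8 (n = 2) in WT but at 87.8 ± 2.15 (n = 3) in Tcl1-/-. Pnpla3 was at 663 ± 33.6 in K14-TCL1 and 789 ± 10.7 in Tcl1-/- but at 186 ± 12.7 in WT. Over the 31 probe sets with a P under 1e-07 in S3 Table, which the study picked on these samples, the mean profile of K14-TCL1 lay at a Euclidean distance of 7.00 from WT and 13.0 from Tcl1-/-, while Tcl1-/- and WT were 12.7 apart. Over the 9731 tested genes, K14-TCL1 was 20.9 from WT and 21.2 from Tcl1-/-, and Tcl1-/- and WT were 24.2 apart. Over the tested genes and over the 31 probe sets, average linkage clustering separated the 3 genotypes and joined K14-TCL1 with WT first. The small lead of WT over all tested genes, 1.40% of the distance, turned to -0.158% without WT replicate 1, to -2.69% without WT replicate 2, and to -0.441% with no filter on low intensities.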

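Mmp13, which encodes a collagenase of remodelling skin, and Gjb6, which encodes connexin 30 of KC gap junctions, were lower in Tcl1-/- than in WT, with log2 differences of -1.36 ± 0.146 and -0.97 ± 0.054, and higher in K14-TCL1 than in WT, by 2.04 ± 0.146 and 0.96 ± 0.054. Gbp2, an interferon-induced GTPase gene, was higher than in WT in both, by 1.85 ± 0.064 in Tcl1-/- and 2.00 ± 0.064 in K14-TCL1. With the filter and threshold of the methods (at least 1.4-fold from the gene's median on at least 20% of arrays, unadjusted p under 0.001) but limma's variance model, 397 probe sets passed the filter and 352 of them differed among WT, Tcl1-/- and K14-TCL1 KCs. The study's own list of 271 probe sets has 255 members past the same filter, and 254 of those were among the 352. With WT replicate 1 or 2 left out, 199 or 196 probe sets passed.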

Supervised analysis generated a list of 271 genes differentially expressed between WT, *Tcl1-/-* and *K14-TCL1* KCs (S3 Table, *P*<0.001). Two-sample comparison was also performed in WT vs *Tcl1-/-*, WT vs *K14-TCL1*, and *Tcl1-/-* vs *K14-TCL1* mice (S4–S6 Tables, respectively). 

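Against WT, the genes that fell most in Tcl1-/- include some of the cornified envelope and of KC activation, and those that rose most include some of the interferon response. The largest falls were those of Rptn (-2.69 ± 0.067 on the log2 scale), the activation keratin Krt6b (-2.30 ± 0.036), the envelope gene Lce3a (-2.22 ± 0.098), Gsta4 (-2.03), Efemp1 (-1.96), Lpo (-1.92), Epgn (-1.82), Dio2 (-1.82), Krt6a (-1.78) and Tnfrsf11b (-1.77). The largest rises were those of the galectin gene Lgals6 (5.50 ± 0.088), the transcription factor gene Fos (2.99 ± 0.052), the actin regulator Cap1 (2.70 ± 0.048), Iigp1 (2.15), Pnpla3 (2.09), Reep1 (1.96), Cxcl9 (1.93), Gbp2, Dusp1 (1.71) and Wdfy1 (1.70). The adjusted p was at most 5.23e-05 for these rises and 4.15e-05 for these falls. The rise of Lgals6 may reflect DNA of another strain, which was not settled. By the rule for naming genes, their arrays do not overlap between the genotypes, which held for all 2593 called genes. In total, 1406 genes were higher and 1187 lower in Tcl1-/- than in WT, of which 41 and 36 by more than 2-fold. K14-TCL1 against WT gave 1138 higher and 958 lower genes, 46 and 11 of them by more than 2-fold. Tcl1-/- against K14-TCL1 gave 1352 higher and 1240 lower genes, 5 and 40 of them by more than 2-fold. The called differences were mostly small, with medians of 1.19-fold, 1.19-fold and 1.16-fold. At the criteria of the methods, the 3 comparisons called 287, 207 and 235 probe sets, and the paper's S4, S5 and S6 Tables list 254, 223 and 218.
The WT arrays bear on the counts: without WT replicate 1 or 2, the calls over all genes were 1415 or 1572 for Tcl1-/- against WT and 970 or 1053 for K14-TCL1 against WT. At the criteria of the methods they were then 102 or 105 and 52 or 46, and 135 for K14-TCL1 against WT without K14-TCL1 replicate 3.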

The results of gene expression experiments were validated by real-time PCR for 10 genes, randomly selected among the most up- or under-regulated ones (S1 Table).

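The 10 genes measured by PCR were all called on the arrays between Tcl1-/- and WT, 2 of them higher and 8 lower in Tcl1-/-. Fos was 7.96 times and Dusp1, which encodes a phosphatase that inactivates MAPKs, 3.26 times the WT level. The ratios to WT of the 8 lower genes were 0.155 for Rptn, 0.202 for Krt6b, 0.282 for Epgn, a ligand of the EGF receptor, 0.284 for Dio2, 0.331 for Sprr1b, 0.370 for Stk25, 0.486 for Gjb2 and 0.625 for S100a9. Each of the 10 lay on the same side of WT as in the PCR of S1 Table. In K14-TCL1 against WT, 7 of the 10 were called. Fos (5.84), S100a9 (5.42), Dusp1 (2.23), Gjb2 (2.19) and Krt6b (2.03) were higher, and Dio2 (0.390) and Epgn (0.689) lower. Rptn (0.907), Sprr1b (0.939) and Stk25 (0.999) did not pass the test. Of the 7 called genes, 6 lay on the same side of WT as in the PCR, and of all 10, 7 did. Stk25, which adds to the count over all 10, lies so near WT that its side turned with single arrays left out (-0.056 to 0.054 on the log2 scale). Epgn, Rptn and Sprr1b lay on the other side. The study picked the 10 among the genes most changed on these samples.

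**Figure D1:**
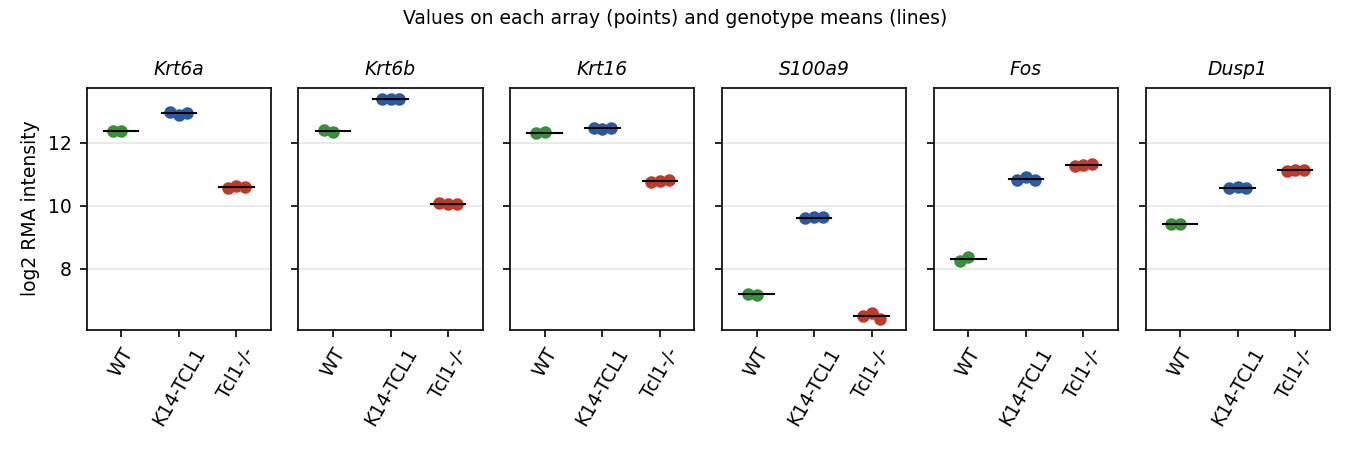
Each point is the log2 RMA intensity of 1 array, and each line the mean of its genotype, for Krt6a, Krt6b, Krt16, S100a9, Fos and Dusp1 in WT (n = 2), K14-TCL1 (n = 3) and Tcl1-/- (n = 3). The 3 Tcl1-/- arrays lie at 10.05 to 10.08 for Krt6b, below the 2 WT arrays at 12.34 and 12.40, and at 11.25 to 11.32 for Fos, above the WT arrays at 8.23 and 8.37.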

**Fig 1:**
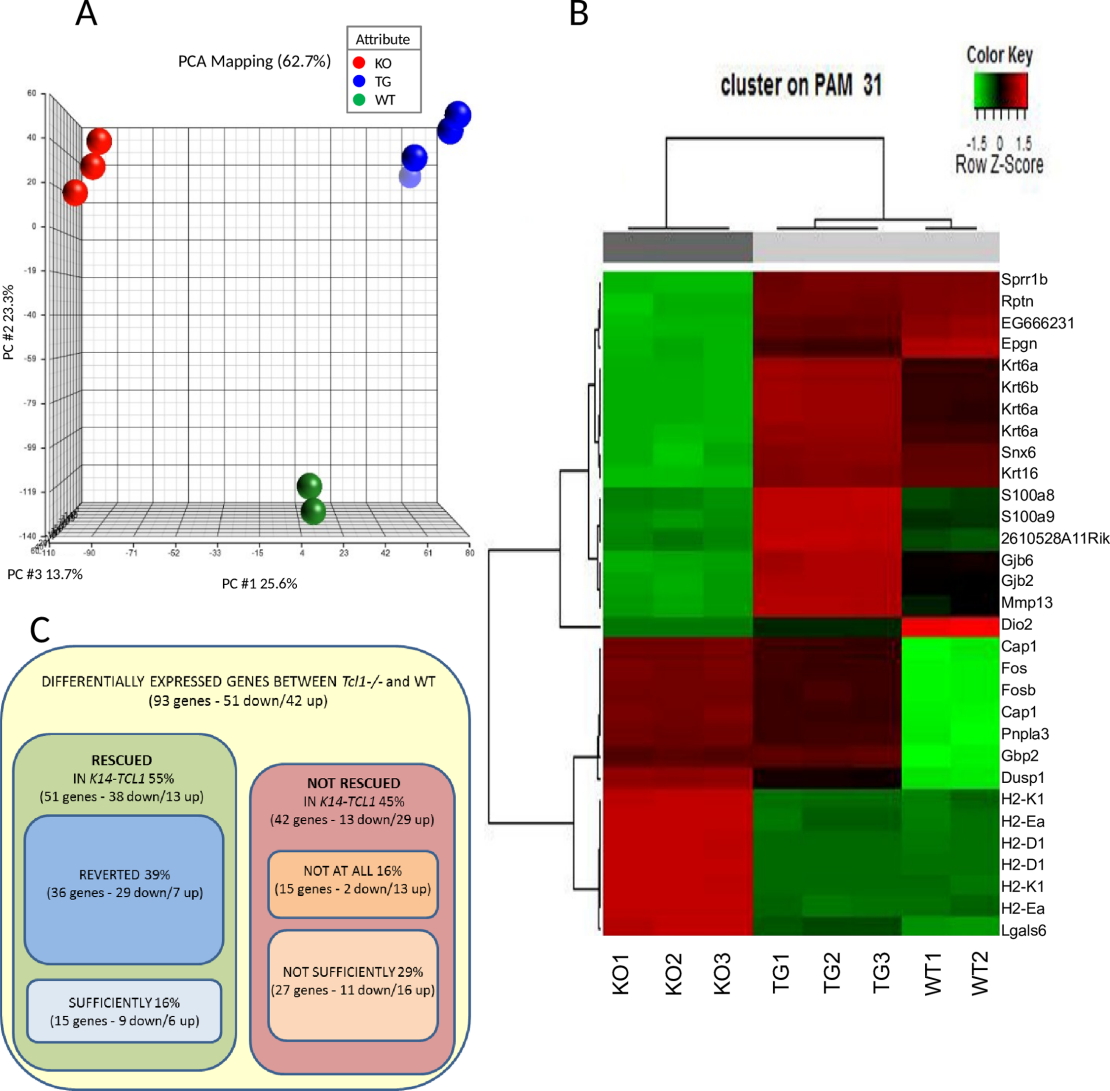
GEP analysis of the WT, *Tcl1-/-* and *K14-TCL1* keratinocytes. (A) PCA analysis obtained by Partek GS on the totality of the genes shows that *K14-TCL1* (TG, blue spheres), *Tcl1-/-* (KO, red spheres) and WT (green spheres) samples stay as three well-separated groups. (B) Unsupervised hierarchical analysis by R on the most significant differentially expressed genes (31 genes, *P*<1e-07) shows that *K14-TCL1* KCs are more similar to WT than to *Tcl1-/-* ones. (C) Percentage of “rescued” and “not rescued” genes in the *K14-TCL1* KCs among the 93 most significant and most differentially expressed genes between *Tcl1-/-* and WT KCs. See the text for further explanation.

To evaluate at what extent the restoration of *TCL1A* expression in the basal KCs is able to rescue the *Tcl1-/-* GEP at the WT level, we performed an overall analysis of the genes listed in S3 Table. 

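In K14-TCL1, Stk25, Sprr1b and Rptn did not differ from WT. Their log2 differences from WT were -1.43 in Tcl1-/- and -0.00097 in K14-TCL1 for Stk25, -1.59 in Tcl1-/- and -0.090 in K14-TCL1 for Sprr1b, a precursor of the cornified envelope, and -0.14 in K14-TCL1 for Rptn. The same held for probe sets of H2-D1 and H2-K1, genes of antigen presentation, with 2.69 in Tcl1-/- and 0.12 in K14-TCL1 for H2-K1, although the other 9 probe sets of H2-D1 and H2-K1 had a median difference of only 0.13 between Tcl1-/- and K14-TCL1. Irgm2 and Cxcl10, genes of the interferon response, did not differ from Tcl1-/-, with 1.46 in Tcl1-/- and 1.29 in K14-TCL1 for Irgm2 and 1.33 in Tcl1-/- and 1.29 in K14-TCL1 for Cxcl10, nor did Fosb (1.44 in Tcl1-/- and 1.30 in K14-TCL1). S3 Table marks 92 probe sets with a rescue class. Under the same rules, with pairwise limma tests at p under 0.01, 20 of these did not differ between WT and K14-TCL1, 14 of them lower and 6 higher in Tcl1-/-. Another 19, 3 of them lower and 16 higher in Tcl1-/-, did not differ between Tcl1-/- and K14-TCL1 or lay further from WT in K14-TCL1. A p that misses 0.01 with 2 to 3 arrays does not show equal levels.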

We assigned each gene to the “rescued” or “not rescued” group (Fig 1C), based on the following criteria: first, we restricted the analysis to the 93 genes with a FDR score lower than 1.00e-05 and a fold change (FC) higher than 1.5 or lower than 0.75, regarding the *Tcl1-/-* vs WT ratio; second, on the bases of pairwise significance, we considered “rescued” the genes that were not significantly different between WT and *K14-TCL1* KCs, indicating they were reverted at physiologic level, and “not rescued” the genes that were not significantly different between *Tcl1-/-* and *K14-TCL1* (16 and 15 genes, respectively). 

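Genes of activated KCs passed beyond the WT level in K14-TCL1. S100a8 differed from WT by -1.26 in Tcl1-/- and 3.28 in K14-TCL1, Krt6b by 1.02 in K14-TCL1, Gjb2, which encodes connexin 26, by -1.04 in Tcl1-/- and 1.13 in K14-TCL1 and S100a9 by -0.68 in Tcl1-/- and 2.44 in K14-TCL1, on the log2 scale. Alox12e, an epidermal lipoxygenase gene, ran the opposite way, with 0.92 in Tcl1-/- and -0.50 in K14-TCL1. In this re-analysis, 19 of the 92 probe sets lay on the other side of WT in K14-TCL1 with an unadjusted limma p under 0.01 against WT. Of these, 17 were lower and 2 higher in Tcl1-/-, and all 19 carry the same class in S3 Table. Others on that side, such as Serpinb11, missed this p and were classed as not different from WT. For Krt16 the step past WT was small (0.14, adjusted p = 0.0214 over all genes) and it no longer passed when 1 of 4 arrays was left out, among them each WT array.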

Additional 20 genes were considered “rescued” as their expression was reverted in the *K14-TCL1* compared to the *Tcl1-/-* although excessively, compared to the WT, most likely due to the over-expression of the transgene. The remaining 42 genes were expressed in the *K14-TCL1* KCs at an intermediate level between the WT and the *Tcl1-/-*. Among these, we arbitrarily considered the expression of the *K14-TCL1* KCs’ genes to be “sufficiently” similar to the WT when the ratio to WT was lower than the ratio to *Tcl1-/-*. 

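Dusp1 and Fos were intermediate but nearer to Tcl1-/-. In K14-TCL1, Dusp1 was still 1.16 ± 0.035 and Fos 2.54 ± 0.052 above WT on the log2 scale. Dio2, which encodes an enzyme that activates thyroid hormone, likewise kept most of its fall, at -1.36 ± 0.049. Epgn was nearer to WT, at -0.54 ± 0.040, as was Lgals6, at 2.37 times the WT level against 45.2 times in Tcl1-/-. Whether the Lgals6 values reflect DNA of another strain was not settled. Of the 92 probe sets, 34 were intermediate. In 13 of these the level in K14-TCL1 was nearer to WT (8 lower and 5 higher in Tcl1-/-), and in 21 it was nearer to Tcl1-/- (9 lower and 12 higher in Tcl1-/-).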

In the last column of the S3 Table, the assignment for each gene to the corresponding group is reported. These data indicate the *Tcl1a* loss to affect the expression of several genes in the mouse epidermis and the restoring of *TCL1A* expression in the basal layer to rescue 55% of these genes (Fig 1C).

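Most of the study's genes that fell in Tcl1-/- came back to the WT side in K14-TCL1, and most of those that rose did not. Of the 92 probe sets, 51 were lower and 41 higher in Tcl1-/- than in WT. In K14-TCL1, 39 of the 51 lower ones (76.5%) and 13 of the 41 higher ones (31.7%) were rescued by the rules of the study, in all 52 or 56.5%. These 13 include probe sets of H2-D1, H2-Ea, H2-K1 and Lgals6, whose rise may reflect DNA of another strain, which was not settled. Among the lower ones stood Krt6a, Krt16, S100a9 and Sprr1a, and among the higher ones that were not rescued stood Fos, Fosb, Dusp1, Cap1 and Gbp2. The 92 were chosen by the study on these samples, so their share is not independent evidence. Over all 2593 genes called between Tcl1-/- and WT, the mean of K14-TCL1 lay nearer to WT for 1225 (47.2%), with 46.7% to 48.1% for single K14-TCL1 arrays. It was 50.1% of the 1187 lower and 44.8% of the 1406 higher genes. Among the 264 called genes over 1.5-fold it was 70.9% of the 117 lower and 29.9% of the 147 higher. A high or low WT value moves a gene in Tcl1-/- and in K14-TCL1 alike: the log2 differences of both from WT correlated with r = 0.566 over genes, and simulated unchanged groups set against the same 2 WT arrays gave 0.5998, while their covariance was 0.0292 in the data and 0.00253 in the simulation. The paper reasons from its classes that the loss of Tcl1a affects several genes of the epidermis and that TCL1A in the basal layer rescues 55% of the genes it classed (Fig 1C).

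**Figure D2:**
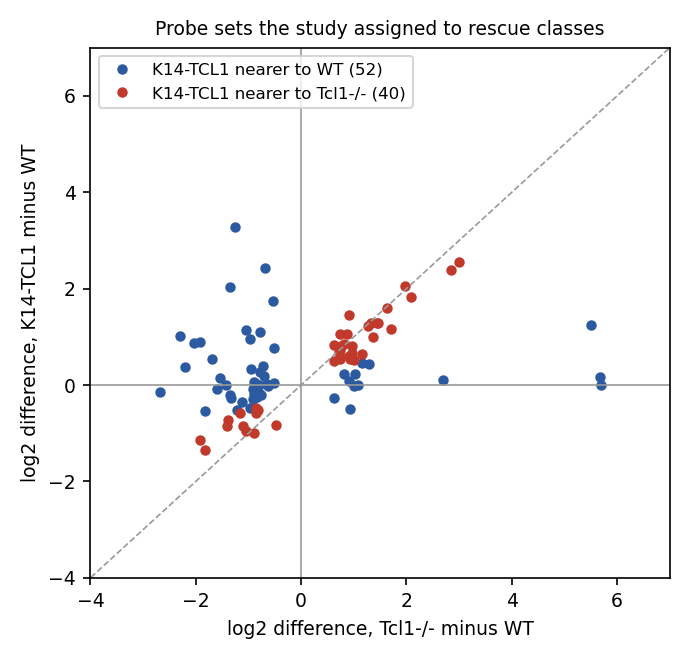
Each point is 1 of the 92 probe sets with a rescue class, with its log2 difference from WT in Tcl1-/- (horizontal) and in K14-TCL1 (vertical). On the dashed line both are equal. The 52 blue points, nearer to WT in K14-TCL1, lie mostly at negative values of Tcl1-/-, and the 40 red points, nearer to Tcl1-/-, mostly at positive ones.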

#### Gene ontology (GO) and pathway analyses define functional and molecular defects in *Tcl1-/-* KCs

GO and pathway analyses were used to investigate the biological mechanisms that might be influenced by *Tcl1a* loss- or gain-of-function. GO analysis was conducted with a 0.005 significance threshold for the gene sets. Among the GO terms, we focused on those with a prevalence in the gene sets of either the over- or under-expressed genes (≥80%, gray marked in the S7–S9 Tables). 

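The Tcl1-/- epidermis expressed less of the program of activated KCs than WT. Of 19 measured genes of activation keratins and wound response, 15 were lower, 1 was higher and 3 did not pass the test (the same when adjusted over the list alone), with a median log2 difference of -0.68. Krt16 was lower by 2.90-fold and Gjb2 by 2.06-fold. Of 9 small proline-rich genes, which encode precursors of the cornified envelope, 7 were lower, none was higher and 2 did not pass the test (the same when adjusted over the list alone), among them Sprr1a (-0.90 ± 0.038) and Sprr2h (-0.52 ± 0.041). Of 11 late cornified envelope genes, 9 were lower, none was higher and 2 did not pass the test (the same when adjusted over the list alone), among them Lce3c (-1.10 ± 0.052) and Lce1h (-0.43 ± 0.034). Camera called all these lists down. With an estimated correlation the adjusted p was 0.0124 for the activation genes, 0.0829 for the proline-rich genes and 0.0885 for the late envelope genes. The study's tables hold 13, 5 and 3 of the genes of these lists, which were fixed with those tables in view.
Cell division genes were lower too. Of 46 measured mitosis genes, 37 were lower, none was higher and 9 did not pass the test (39 lower when adjusted over the list alone), with a median of -0.30 and an adjusted p = 0.0463 with an estimated correlation. Anln, which builds the cleavage furrow, was -0.48 ± 0.043, the survivin gene Birc5 -0.42 ± 0.044 and the spindle kinase gene Aurkb -0.56 ± 0.063. Pttg1, which encodes securin, was -0.79 ± 0.055, but another probe set of the gene, used where those ending in _x_at or _s_at were left out, gave -0.0065 (adjusted p = 0.953). Of 32 DNA replication genes, 18 were lower, none was higher and 14 did not pass the test (22 lower when adjusted over the list alone), with an adjusted p = 0.0553 with an estimated correlation, and Mcm6, part of the replicative helicase, was -0.57 ± 0.033. Of 16 basal KC genes, 3 were higher, 3 were lower and 10 did not pass the test (3 higher and 7 lower when adjusted over the list alone): the basal keratin gene Krt15 rose by 0.44 and the integrin gene Itga3 was -0.43. Of 34 genes of the actin cytoskeleton and locomotion, 11 were lower, 5 were higher and 18 did not pass the test (5 higher and 15 lower when adjusted over the list alone). The bundling protein gene Fscn1 was -0.80 ± 0.035 and Synpo -0.72 ± 0.039, and the call of this list was lost with an estimated correlation (adjusted p = 0.208). Some markers of fibroblasts fell too: of 11, 5 were lower, none was higher and 6 did not pass the test (2 higher and 5 lower when adjusted over the list alone). Postn was at -1.05. Camera called this list down (adjusted p = 0.00502), but not with an estimated correlation (adjusted p = 0.0885).
The members that S7 Table lists ran the same way. All 7 genes of keratinocyte differentiation and all 8 measured genes of mitosis were lower in Tcl1-/-, with medians of -0.90 and -0.77. Of 12 genes of epithelium development, 10 were lower and 1 was higher. The study chose these members on these samples, so their counts are not independent evidence.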

The analysis showed that *Tcl1-/-* mice are defective to WT in the keratinocyte differentiation, epithelium development and cytoskeleton components, as well as in the mitosis process. Conversely, genes involved in antigen processing, are over-expressed in *Tcl1-/-* vs WT (S7 Table). 

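Genes of antigen presentation were higher in Tcl1-/- than in WT as a group, by small amounts. Of 21 measured genes, 15 were higher, none was lower and 6 did not pass the test (17 higher when adjusted over the list alone), with a median log2 difference of 0.33. The immunoproteasome gene Psmb9 rose by 0.57 ± 0.037 and the class II genes H2-Ab1 by 0.52 ± 0.038, H2-Eb1 by 0.57 ± 0.042 and H2-DMa by 0.64 ± 0.053. Camera called the list up (adjusted p = 4.44e-09), but not with an estimated correlation (adjusted p = 0.0665). Of its genes, 3 stand in the study's tables and 6 in other lists. Markers of Langerhans cells, the antigen-presenting cells of the epidermis, and other dendritic cells moved with them: of 14, 10 were higher, none was lower and 4 did not pass the test (11 higher and 2 lower when adjusted over the list alone), with a median of 0.41 and an adjusted p = 0.0885 with an estimated correlation. Cd74 rose by 0.51 and Csf1r by 0.51. Of the 4 measured members of the study's term, which it chose on these samples, 2 were higher and 1 was lower by the probe sets with the highest mean. H2-K1, which did not pass by that probe set, was higher by the one the study used. The lower gene is Procr (-1.64 ± 0.157), the receptor gene of protein C.
Some probe sets of H2 genes changed far more than the rest. In Tcl1-/-, 1 probe set of H2-Ea was at 645 ± 13.0 (SD, n = 3) against 12.5 ± 1.14 (n = 2) in WT and 1 of H2-D1 at 2315 ± 105 against 23.7 ± 2.44. Both WT means lie under the filter on low values, so these give only a lower bound for the rise. Another probe set of H2-D1 was higher by 5.68 ± 0.071 on the log2 scale and 1 of H2-K1 by 2.69 ± 0.095. The probe set of H2-D1 with the highest mean rose by only 0.16 ± 0.040, and that of H2-K1 with the highest mean had a difference of 0.0021 ± 0.038, with an adjusted p of 0.977. The H2-Ea probe set matches several genes.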

Interestingly, when *K14-TCL1* mice are compared to WT, the defects in differentiation, development and mitosis are no more found. 

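Against WT, the K14-TCL1 epidermis had more of the activation genes that had fallen in Tcl1-/-. Of the 19 activation and wound genes, 12 were higher, 2 were lower and 5 did not pass the test (13 higher and 3 lower when adjusted over the list alone), with a median log2 difference of 0.56 and an adjusted p = 0.0309 with an estimated correlation. S100a8 was 9.74 times, S100a9 5.42 times and Wfdc12, which encodes a protease inhibitor, 3.35 times the WT level. Of the 9 proline-rich genes, 2 were higher, none was lower and 7 did not pass the test (the same when adjusted over the list alone), with Sprr2i at 1.11 ± 0.064 and Sprr2f at 0.94 ± 0.088. The late envelope genes were lower, as in Tcl1-/-: all 11 were lower, among them Lce1h (-0.70 ± 0.034), Lce3c (-0.86 ± 0.052) and Lce3a (-1.47 ± 0.098), with a median of -0.65 and an adjusted p = 0.0759 with an estimated correlation. The count was the same when adjusted over the list alone. Of the 46 mitosis genes, 43 were lower, none was higher and 3 did not pass the test (45 lower when adjusted over the list alone). Their median was -0.42, with an adjusted p = 0.0170 with an estimated correlation. Anln was -0.82 ± 0.043, the formin gene Diap3 -1.62 ± 0.109, the cyclin gene Ccnb2 -0.60 ± 0.049 and the condensin gene Ncapd2 -0.57 ± 0.048. Markers of fibroblasts fell alongside: of 11, 5 were lower, none was higher and 6 did not pass the test (6 lower when adjusted over the list alone), adjusted p = 0.122 with an estimated correlation. DNA replication genes did not follow: of 32, 3 were lower, none was higher and 29 did not pass the test (the same when adjusted over the list alone), and camera did not call the list (adjusted p = 0.252). Of the 16 basal KC genes, 5 were higher, 5 were lower and 6 did not pass the test (6 higher and 5 lower when adjusted over the list alone), with Krt15 at 0.52 ± 0.034. The members that the study listed for the Tcl1-/- comparison, and so chose on these samples, gave 4 higher and no lower of 7 genes of keratinocyte differentiation, 6 higher and 2 lower of 12 of epithelium development, and 5 lower of 8 of mitosis.

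**Figure D3:**
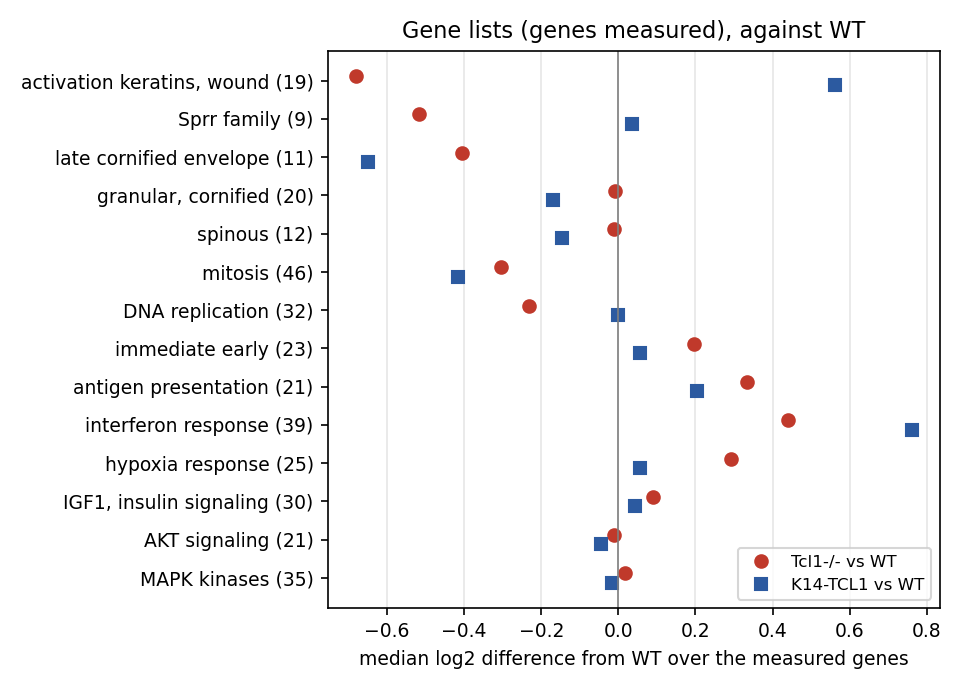
Median log2 difference from WT over the measured genes of 14 gene lists (number of genes in brackets), for Tcl1-/- (circles) and K14-TCL1 (squares), from arrays of 3, 3 and 2 mice. The activation genes lie at -0.68 in Tcl1-/- and 0.56 in K14-TCL1, while the mitosis genes lie below 0 in both, at -0.30 and -0.42.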

The over-represented genes are mainly involved in the response to stimuli, actin organization and locomotion. 

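The largest rises of K14-TCL1 over WT were those of S100a8, Fos, S100a9, Oasl2 (2.39 ± 0.155 on the log2 scale), Cap1 (2.24), Tmem87a (2.23), Iigp1 (2.17), Rtp4 (2.16), Mmp13 and Gbp2. Oasl2, Rtp4 and Iigp1 are induced by interferon. The largest falls were those of Rab6b (-1.99), Diap3, Lce3a, Tnc (-1.45), Rpgrip1 (-1.41), Dio2, Tnfrsf11b (-1.16), Lpo (-1.14), the kinetochore motor gene Cenpe (-1.05) and Gch1 (-1.05). The adjusted p was at most 5.21e-05 for the rises and 0.00442 for the falls. Of 39 interferon response genes, 35 were higher, none was lower and 4 did not pass the test (36 higher and 1 lower when adjusted over the list alone), with an adjusted p = 0.00197 with an estimated correlation. Oas1a was 2.22 times the WT level, and 22 of the 39 stand in the study's tables. T cell markers moved with them: of 15, 9 were higher, 1 was lower and 5 did not pass the test (10 higher and 1 lower when adjusted over the list alone), with an adjusted p = 0.0782 with an estimated correlation, and Cd3d rose by 0.52. Of 9 markers of neutrophils and macrophages, 5 were higher, 1 was lower and 3 did not pass the test (6 higher and 1 lower when adjusted over the list alone). They include S100a8 and S100a9, which activated KCs also express, and Mmp9 (0.62).
Of 34 genes of the actin cytoskeleton and locomotion, 8 were higher, 7 were lower and 19 did not pass the test (9 higher and 8 lower when adjusted over the list alone). Their median was -0.026 and their mean 0.11, and camera did not call the list (adjusted p = 0.921). Besides Cap1, the tubulin gene Tubb6 rose by 1.03 ± 0.064 and the actin monomer-binding gene Pfn1 by 0.77 ± 0.059, and Synpo was -0.80 ± 0.039. Among the members S8 Table lists, which the study chose on these samples, 36 of 55 measured genes of response to stimulus were higher and 7 lower, 8 of 12 of locomotion were higher and 2 lower, and 4 of 5 of actin organization were higher and 1 lower.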

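Antigen presentation genes were also higher in K14-TCL1 than in WT. Of the 21 measured genes, 12 were higher, none was lower and 9 did not pass the test (14 higher when adjusted over the list alone), with a median log2 difference of 0.20. The immunoproteasome genes Psmb9 (0.48 ± 0.037), Psmb8 (0.41 ± 0.047) and Psmb10 (0.38 ± 0.047) and the peptide transporter gene Tap1 (0.28 ± 0.035) led the list. Its adjusted p was 8.77e-07 from camera, and adjusted p = 0.103 with an estimated correlation. Between Tcl1-/- and K14-TCL1, 8 of the 21 were higher and 1 was lower in Tcl1-/- (9 higher and 1 lower when adjusted over the list alone), which camera called up (adjusted p = 0.00808, adjusted p = 0.319 with an estimated correlation). Of the Langerhans and dendritic markers, 9 were higher, 1 was lower and 4 did not pass the test (the same when adjusted over the list alone) in K14-TCL1 against WT. Of the 5 genes of the term in S8 Table, chosen by the study, 4 were measured. Their ratios of K14-TCL1 to WT were 1.43 for Procr (adjusted p = 0.0506), 1.16 for H2-Ab1 (adjusted p = 0.00518), 1.01 for H2-D1 (adjusted p = 0.739) and 1.01 for H2-K1 (adjusted p = 0.776).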

A slight increase in the antigen presentation is still observed, even if the FCs of the annotated genes are all but one lower than 1.15 (S8 Table). 

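Set against K14-TCL1, the Tcl1-/- epidermis had less of the activation genes. S100a8 was lower by 23.4-fold, Mmp13 by 10.5-fold, Krt6b by 10.0-fold and S100a9 by 8.66-fold, followed, among others, by Gsta4 (-2.92 on the log2 scale), Rptn (-2.54), Cyp2g1 (-2.41), Krt6a and Tmem87a (-2.31). The largest rises were those of Lgals6 (4.25), Reep1 (1.63), Alox12e (1.42), Rpgrip1 (1.26), Pam (1.09), Diap3 (0.99), the oxygen sensor gene Egln3 (0.90), Cdk5rap1 (0.86), Stab2 (0.83) and Gch1 (0.83). The adjusted p was at most 2.54e-05 for these falls and 0.00182 for these rises. Of the 19 activation and wound genes, 14 were lower, none was higher and 5 did not pass the test (the same when adjusted over the list alone), with an adjusted p = 0.00727 with an estimated correlation. Of the 9 proline-rich genes, 7 were lower, none was higher and 2 did not pass the test (the same when adjusted over the list alone, camera adjusted p = 0.0762 with an estimated correlation). Of the 46 mitosis genes, 26 were higher, 1 was lower and 19 did not pass the test (30 higher and 1 lower when adjusted over the list alone). Their median was 0.18, with an adjusted p = 0.0830 with an estimated correlation. Mki67, a marker of cycling cells, was higher in Tcl1-/- by 0.32 ± 0.037. Of the 32 DNA replication genes, 19 were lower, 1 was higher and 12 did not pass the test (1 higher and 24 lower when adjusted over the list alone), led by Mcm6 (-0.40 ± 0.029) and Rpa2 (-0.47 ± 0.049), with an adjusted p = 0.0762 with an estimated correlation. Of the late envelope genes, 8 were higher, 2 were lower and 1 did not pass the test (9 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.346 with an estimated correlation). All 7 genes of keratinocyte differentiation listed by the study were lower in Tcl1-/-, and of its 8 mitosis genes 5 were lower and 1 was higher, with a median of -0.35. The study chose both groups on these samples.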

Comparison between mutant and transgenic mice strikingly resembled that between *Tcl1-/-* and WT except for the downregulation of mitosis (S9 Table). Through pathway analysis, we identified gene sets that were significantly perturbed (*P*<0.05). Complete lists of altered pathways in WT versus *Tcl1-/-*, WT versus *K14-TCL1* and *Tcl1-/-* versus *K14-TCL1* are given in supplement (S10–S12 Tables, respectively). 

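Fos and Jun, the AP1 genes, stand in the EGF and PDGF sets alike, and both rose in Tcl1-/- against WT. Of 12 measured genes of the EGF set, 4 were higher, 1 was lower and 7 did not pass the test (the same when adjusted over the list alone). Others that passed, again in both sets, include Prkcb, a protein kinase C gene (0.74 ± 0.060), and the kinase gene Map2k4 (-0.20 ± 0.043). Of 13 genes of the PDGF set, 4 were higher, 1 was lower and 8 did not pass the test (the same when adjusted over the list alone). Camera called the EGF set (adjusted p = 0.0247) and the PDGF set (adjusted p = 0.0263) up. These calls were lost without WT replicate 2 (0.0750 and 0.0622), and with an estimated correlation the adjusted p = 0.376 and 0.373. In K14-TCL1 against WT, the EGF set had 5 higher and 2 lower genes of 12 (adjusted p = 0.297). In Tcl1-/- against K14-TCL1 it had 7 higher and 3 lower (adjusted p = 0.0833). Of the pathways in Tables 1, 2 and 3, camera called 5 of 19, 2 of 17 and 1 of 10, and with an estimated correlation none. The study picked these sets on these samples, so their counts are not independent evidence.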

Focusing on those involved in proliferation, differentiation and survival regulation, most of the altered pathways belong to growth factor signaling (IGF1, EGF, PDGF, NGF), with MAPK/AP1 cascade being also involved (Tables 1, 2 and 3, respectively).

**Table 1:** Genes of S4 Table, with relations between *Tcl1-/-* and WT, are subdivided as pathways.

Biocarta Pathway	Pathway description	Number of genes	LS permutation p-value	KS permutation p-value	Efron-Tibshirani's GSA test p-value
m_insulinPathway	Insulin Signaling Pathway	10	0.00181	0.00356	< 0.005 (-)
m_tollpathway	Toll-Like Receptor Pathway	10	0.00335	0.04491	< 0.005 (-)
m_igf1Pathway	IGF-1 Signaling Pathway	11	0.00414	0.02449	< 0.005 (-)
m_keratinocytePathway	Keratinocyte Differentiation	19	0.00582	0.08422	0.155 (-)
m_pdgfPathway	PDGF Signaling Pathway	13	0.00704	0.05368	< 0.005 (-)
m_ngfPathway	Nerve growth factor pathway (NGF)	10	0.00824	0.00356	< 0.005 (-)
m_egfPathway	EGF Signaling Pathway	13	0.00901	0.15252	< 0.005 (-)
m_tnfr2Pathway	TNFR2 Signaling Pathway	5	0.01526	0.12641	0.105 (-)
m_cdk5Pathway	Phosphorylation of MEK1 by cdk5/p35 down regulates the MAP kinase pathway	5	0.01881	0.07774	0.255 (+)
m_cd40Pathway	CD40L Signaling Pathway	5	0.01954	0.12641	0.105 (-)
m_dspPathway	Regulation of MAP Kinase Pathways Through Dual Specificity Phosphatases	6	0.02606	0.4878	0.295 (+)
m_chemicalPathway	Apoptotic Signaling in Response to DNA Damage	5	0.02607	0.20826	0.21 (-)
m_gleevecpathway	Inhibition of Cellular Proliferation by Gleevec	11	0.03291	0.12153	< 0.005 (-)
m_gpcrPathway	Signaling Pathway from G-Protein Families	8	0.03294	0.35841	0.115 (-)
m_mcmPathway	CDK Regulation of DNA Replication	7	0.07259	0.16498	< 0.005 (+)
m_akap95Pathway	AKAP95 role in mitosis and chromosome dynamics	5	0.10241	0.06738	< 0.005 (+)
m_rasPathway	Ras Signaling Pathway	5	0.19114	0.06091	< 0.005 (+)
m_g1Pathway	Cell Cycle: G1/S Check Point	13	0.23224	0.01245	0.125 (+)
m_RacCycDPathway	Influence of Ras and Rho proteins on G1 to S Transition	7	0.27633	0.02567	0.335 (+)

**Table 2:** Genes of S5 Table, with relations between *K14-TCL1* and WT, are subdivided as pathways.

Biocarta Pathway	Pathway description	Number of genes	LS permutation p-value	KS permutation p-value	Efron-Tibshirani's GSA test p-value
m_akap95Pathway	AKAP95 role in mitosis and chromosome dynamics	5	0.00419	0.02644	< 0.005 (+)
m_tollpathway	Toll-Like Receptor Pathway	10	0.00553	0.07202	< 0.005 (-)
m_chemicalPathway	Apoptotic Signaling in Response to DNA Damage	5	0.00695	0.03123	0.135 (-)
m_egfPathway	EGF Signaling Pathway	13	0.00835	0.04904	< 0.005 (-)
m_cd40Pathway	CD40L Signaling Pathway	5	0.01208	0.16315	0.065 (-)
m_tnfr2Pathway	TNFR2 Signaling Pathway	5	0.01278	0.16315	0.23 (+)
m_pdgfPathway	PDGF Signaling Pathway	13	0.01652	0.16707	< 0.005 (-)
m_dspPathway	Regulation of MAP Kinase Pathways Through Dual Specificity Phosphatases	6	0.01716	0.12992	0.18 (-)
m_gleevecpathway	Inhibition of Cellular Proliferation by Gleevec	11	0.0199	0.16504	< 0.005 (-)
m_cdk5Pathway	Phosphorylation of MEK1 by cdk5/p35 down regulates the MAP kinase pathway	5	0.02752	0.15282	0.455 (-)
m_gpcrPathway	Signaling Pathway from G-Protein Families	8	0.03275	0.21625	< 0.005 (-)
m_g2Pathway	Cell Cycle: G2/M Checkpoint	9	0.03701	0.04128	0.065 (+)
m_ngfPathway	Nerve growth factor pathway (NGF)	10	0.05594	0.25037	< 0.005 (-)
m_atmPathway	ATM Signaling Pathway	10	0.15562	0.02225	0.105 (+)
m_igf1Pathway	IGF-1 Signaling Pathway	11	0.23682	0.48638	< 0.005 (-)
m_fasPathway	FAS signaling pathway (CD95)	8	0.25341	0.27857	< 0.005 (+)
m_tgfbPathway	TGF beta signaling pathway	7	0.43	0.09677	< 0.005 (+)

**Table 3:** Genes of S6 Table, with relations between *Tcl1-/-* and *K14-TCL1* are subdivided as pathways.

Biocarta Pathway	Pathway description	Number of genes	LS permutation p-value	KS permutation p-value	Efron-Tibshirani's GSA test p-value
m_pdgfPathway	PDGF Signaling Pathway	13	0.01738	0.06222	0.24 (-)
m_egfPathway	EGF Signaling Pathway	13	0.01881	0.06222	0.235 (-)
m_insulinPathway	Insulin Signaling Pathway	10	0.04619	0.07895	0.14 (-)
m_igf1Pathway	IGF-1 Signaling Pathway	11	0.05016	0.04466	0.21 (-)
m_wntPathway	WNT Signaling Pathway	8	0.06155	0.0295	0.05 (+)
m_g2Pathway	Cell Cycle: G2/M Checkpoint	9	0.08182	0.01766	0.49 (+)
m_akap95Pathway	AKAP95 role in mitosis and chromosome dynamics	5	0.0887	0.00149	0.47 (+)
m_cd40Pathway	CD40L Signaling Pathway	5	0.11107	0.02473	0.14 (-)
m_aktPathway	AKT Signaling Pathway	6	0.19848	0.00206	0.06 (+)
m_erkPathway	Erk1/Erk2 Mapk Signaling pathway	6	0.29669	0.04846	0.39 (+)

These data strongly confirm, by a molecular point of view, the functional defects observed in the *Tcl1-/-* and rescued in the K14-TCL1 mouse *in vivo* [1] and indicate the growth factor and MAPK signaling among the major molecular deregulations due to *Tcl1a* loss.

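The EGF receptor ligand gene Epgn was 3.54-fold and Ereg, which encodes epiregulin, 2.22-fold lower in Tcl1-/- than in WT, and Hbegf was -0.33 ± 0.045 on the log2 scale. Lrig1, an inhibitor of the receptor, rose by 0.73 ± 0.068. Of 11 measured EGF receptor and ligand genes, 5 were lower, 2 were higher and 4 did not pass the test (the same when adjusted over the list alone), 4 of them in the study's tables, and camera did not call the list (adjusted p = 0.123). In K14-TCL1 against WT, 4 were lower, 1 was higher and 6 did not pass the test (3 higher and 4 lower when adjusted over the list alone), with Ereg at -0.59 ± 0.051. Immediate early genes, which MAPK signaling switches on, rose in Tcl1-/-: of 23, 13 were higher, 1 was lower and 9 did not pass the test (15 higher and 1 lower when adjusted over the list alone), with an adjusted p = 0.0532 with an estimated correlation, among them Egr1 (1.01 ± 0.042), Btg2 (2.15-fold) and Zfp36 (0.57 ± 0.043). In K14-TCL1, 10 were higher, 4 were lower and 9 did not pass the test (11 higher and 6 lower when adjusted over the list alone), with Egr1 at 0.52 ± 0.042 and Btg2 at 0.73 ± 0.066. Camera did not call this list there (adjusted p = 0.0680), but did without WT replicate 1 or 2.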

### *Tcl1a* loss affects the progenitor cell number and the proliferation rate of murine keratinocytes

Previously, we found a lack of TA proliferating cells and a progressive loss of CD34+ SCs in the hair follicles [1]. Taking advantage of the gene expression data described above, we examined the progenitor cell number in primary KCs isolated from *Tcl1-/-* and from *K14-TCL1* mice compared to WT, through colony-forming efficiency (CFE) analysis (Fig 2A). Soon after isolation (p0), *Tcl1-/-* KCs gave rise to 49%_+/-18_ and 58%_+/-22_ total number of colonies when compared to WT and *K14-TCL1* cells, respectively, although these differences were not significant. The differences became striking at the first passage (p1) as *Tcl1-/-* colonies became 12%_+/-5_ and 15%_+/-7_ of the WT and *K14-TCL1*, respectively. Indeed, *Tcl1-/-* KCs showed no or little variations in their CFE where WT and *K14-TCL1* showed their peak. At p2, the difference in CFE between TCL1-null and TCL1-expressing cells was decreased but still significant (34%_+/-6_ and 25%_+/-4_ of WT and K14-TCL1, respectively). Thereafter, CFE values from the three different types of cells tend to 0 in a similar way (CFE assay has been performed until p10, not shown).

**Fig 2:**
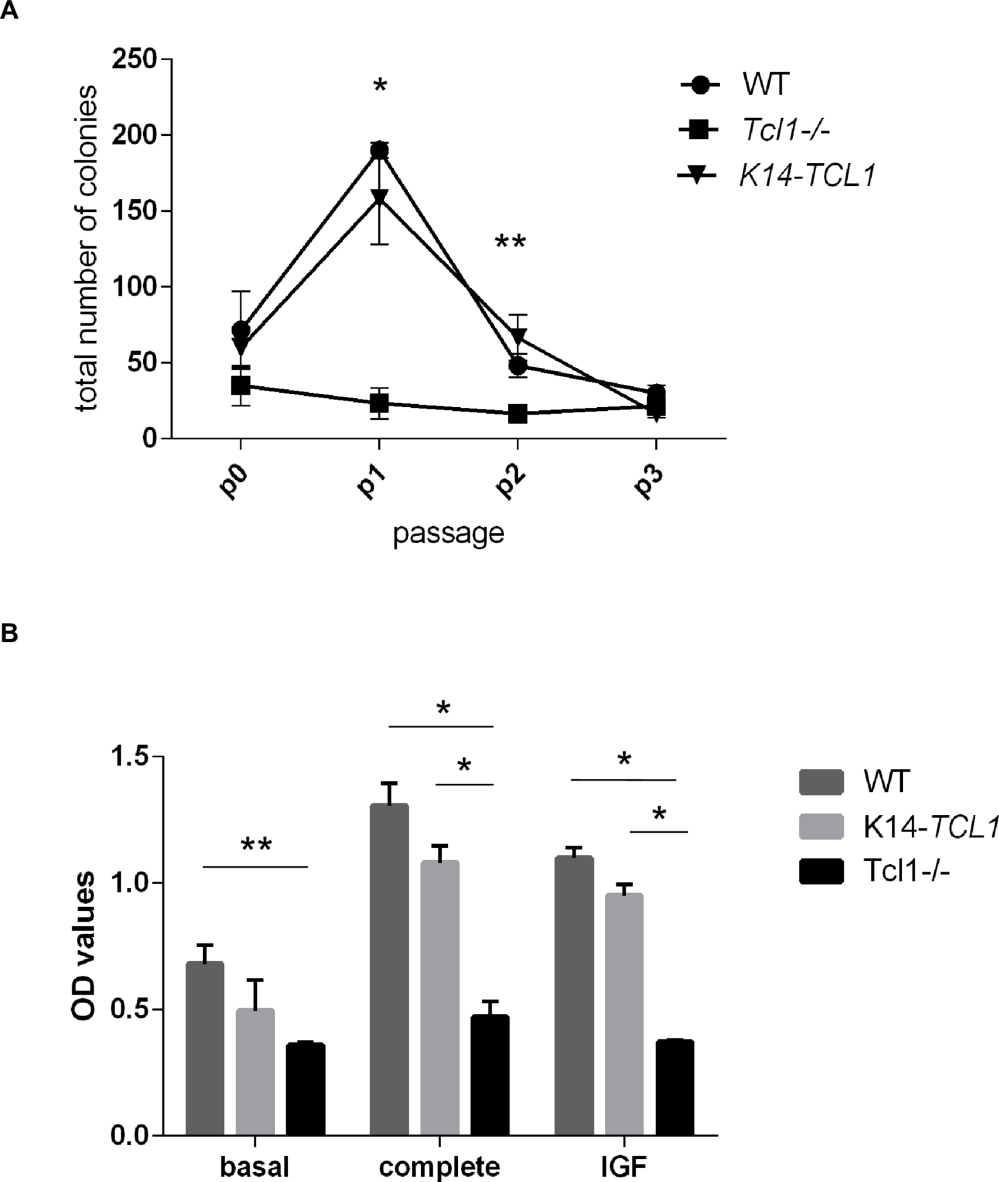
Colony-forming efficiency (CFE) and proliferation are impaired in *Tcl1-/-* mice. (A) CFE assay performed on first three passages KCs of WT (circles), *Tcl1-/-* (squares) and *K14-TCL1; Tcl1-/-* (triangles down) mice; values are expressed as total number of colonies; CFE of WT and *K14-TCL1* are significantly different with respect to *Tcl1-/-* at passages p1 and p2 (*P<0.001; **P<0.005). (B) Proliferation in cultured KCs from WT (dark gray), *Tcl1-/-* (black) or *K14-TCL1* (light gray) mice. KCs at p1 passage were cultured in basal medium, in complete medium, or in basal medium plus 100 ng ml^-1^ IGF-1; OD values are reported. All experiments were performed in triplicates. Significant growth differences between the groups are indicated (*P<0.001; **P<0.005).

In addition, we analyzed KC growth rate in the three genotypes (Fig 2B). At p1 passage, KCs were cultured in basal or complete medium for 24 hours. In basal medium, cells from *Tcl1-/-* mice grew less than the WT ones (0.53_+/-0.02_-fold change, *P*<0.005), while in *K14-TCL1* cells the defect was less severe (0.73_+/-0.18_-fold change, not significant). When KCs were cultured in complete medium, WT cells about doubled their proliferation rate, as well as *K14-TCL1* ones (1.92_+/-0.13_- and 2.18_+/-0.14_-fold change, respectively), while *Tcl1-/-* cells showed a significant lower increase (1.31_+/-0.17_-fold change) (Fig 2B). Our GEP data showed that the IGF1 pathway is one of the most altered in *Tcl1-/-* mice with respect to WT (Table 1). 

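Of 11 measured genes of the IGF1 pathway set of Table 1, 3 were higher, none was lower and 8 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- against WT. The 3 that rose are Fos, Irs1, the adaptor gene of the IGF1 and insulin receptors (673 ± 2.41 against 410.0 ± 0.592 in WT, log2 difference 0.72 ± 0.053, adjusted p = 3.89e-05), and Jun. The receptor gene Igf1r had a difference of -0.11 ± 0.049, with an adjusted p of 0.148. Camera gave the set an adjusted p of 0.0617, and adjusted p = 0.324 with an estimated correlation. It passed without WT replicate 1 (0.0267), with no filter on low intensities (0.0400) and with the most variable probe set of each gene (0.0124). The study picked the set on these samples, so it is not independent evidence.
In a wider list of 30 genes of IGF1 and insulin signaling, 10 were higher, 2 were lower and 18 did not pass the test (the same when adjusted over the list alone) in Tcl1-/-. The binding protein genes Igfbp4 and Igfbp3, whose products hold IGF1 outside the cell, rose by 0.89 ± 0.051 and 0.63 ± 0.040, while Igf1 itself, near background, was -0.16 ± 0.048 (adjusted p = 0.0391). Camera called this list up (adjusted p = 0.0236), but not without WT replicate 2 (0.0622) or with an estimated correlation (adjusted p = 0.211). Of its genes, 2 stand in the study's tables and 15 in other lists. In K14-TCL1 against WT, 7 were higher, 1 was lower and 22 did not pass the test (12 higher and 3 lower when adjusted over the list alone), with Igfbp4 at 0.39 ± 0.051 and Irs1 at 0.33 ± 0.053. Igfbp4, Igfbp3 and Irs1 were also higher in Tcl1-/- than in K14-TCL1, by 0.50, 0.44 and 0.39, with adjusted p of 0.000214, 0.000119 and 0.000872.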

Since, IGF1 is known to regulate epidermal proliferation [29, 30] we tested its ability to stimulate KCs with respect to basal medium condition. We found a similar proliferation increment in WT and *K14*-*TCL1* cells (1.62_+/-0.06_- and 1.4_+/-0.07_-fold change, respectively) while *Tcl1-/-* cells were completely unresponsive (1.04_+/-0.02_-fold change).

Taken together, these results confirm an important role for TCL1 in maintaining KC progenitor cells and its requirement as a proliferative factor, particularly when acting through the IGF1 pathway.

### The expression of differentiation markers is altered in *Tcl1a* mouse models

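Camera called neither the spinous layer genes nor those of the granular and cornified layers in Tcl1-/-. Krt10, the keratin of the spinous layer, was at 18771 ± 125 (SD, n = 3) in Tcl1-/-, 17231 ± 287 (n = 3) in K14-TCL1 and 18426 ± 142 (n = 2) in WT, and neither difference from WT passed the test (adjusted p = 0.615 and 0.0803). The filaggrin gene Flg did not differ in Tcl1-/- (0.067 ± 0.036 on the log2 scale, adjusted p = 0.211) and was lower in K14-TCL1 (-0.19 ± 0.036, adjusted p = 0.00821). The involucrin gene Ivl was lower in both, at -0.43 ± 0.041 in Tcl1-/- and -0.59 ± 0.041 in K14-TCL1. The paper's Western blots show involucrin higher in Tcl1-/- and filaggrin higher in K14-TCL1, opposite to these transcripts. Involucrin was lower in K14-TCL1 there, as Ivl is here. The blots also show filaggrin lower in Tcl1-/- and KRT10 higher in both, where the transcripts did not pass. Transcript levels do not measure protein, so these values do not check the blots. Of 20 genes of the granular and cornified layers, 5 were higher, 5 were lower and 10 did not pass the test (6 higher and 7 lower when adjusted over the list alone) in Tcl1-/- (adjusted p = 0.503 from camera). The protease gene Klk6 was -0.68 ± 0.034. In K14-TCL1, 11 were lower, 2 were higher and 7 did not pass the test (2 higher and 13 lower when adjusted over the list alone). Camera called this list down there (adjusted p = 4.65e-05), but not with an estimated correlation (adjusted p = 0.103). The lipoxygenase gene Alox12b was -0.40 ± 0.034 there, as Alox12e was lower too, and the transglutaminase gene Tgm3 rose by 0.64 ± 0.070. Of 12 spinous layer genes, 1 was higher, none was lower and 11 did not pass the test (the same when adjusted over the list alone) in Tcl1-/-, the higher one being Calml3 (0.16 ± 0.037). In K14-TCL1, 7 were lower, none was higher and 5 did not pass the test (1 higher and 9 lower when adjusted over the list alone). The lower ones include the desmosome genes Dsc1 (-0.50 ± 0.084) and Pkp1 (-0.19 ± 0.037). Camera called the spinous list down there (adjusted p = 0.000700), but not with an estimated correlation (adjusted p = 0.0851). RMA intensities near the top of the scale, such as those of Krt10, leave little room for a rise.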

Our GO analysis showed that modulation of *Tcl1a* expression has consequences in KCs differentiation. Hence, we examined the pattern of expression of differentiation markers that identify upper epidermal layers (spinous and granular) (Fig 3A–3C). Cytokeratin 6 (KRT6) is considered as an activation marker for KCs [31, 32] and is one of the most differentially expressed gene in our GEP analysis (S3–S6 Tables). Accordingly, KRT6 immunofluorescence in 3-day post-depilation (3dpd) skin samples shows localized expression in epidermis surrounding hair follicles in WT mice, while only few scattered cells express KRT6 in *Tcl1-/-* mice. 

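Krt6b was at an intensity of 1072 ± 13.7 (SD, n = 3) in Tcl1-/-, 10771 ± 117 (n = 3) in K14-TCL1 and 5298 ± 145 (n = 2) in WT, a fall of 4.94-fold and a rise. Krt6a was at 1539 ± 34.9, 7822 ± 213 and 5297 ± 24.7, lower than in WT by 3.44-fold in Tcl1-/- and higher by 1.48-fold in K14-TCL1. The adjusted p was 9.50e-09 and 1.22e-06 for Krt6b and 4.18e-08 and 4.84e-05 for Krt6a. The direct difference between Tcl1-/- and K14-TCL1 had an adjusted p of 3.07e-10 for Krt6b, the smallest of all genes tested in that comparison, and 3.98e-09 for Krt6a. Krt16, the partner keratin of KRT6 in activated KCs, was at 1766 ± 34.3, 5667 ± 61.1 and 5125 ± 30.0. Krt6a and Krt6b are near-identical genes, so their probes may read both.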

Interestingly, *K14-TCL1* mice show strong and diffuse KRT6 immunoreactivity, in all the epidermis (Fig 3A). WB analysis of epidermal sheet samples 3dpd, confirmed the expression of KRT6 to be dramatically reduced in *Tcl1-/-* mice and highly overexpressed in *K14-TCL1* with respect to WT mice (0.36- and 8-fold change, respectively, Fig 3C). Cytokeratin 10 (KRT10) is one of the first differentiation marker to be expressed by post-mitotic cells in spinous layer and it has a role in proliferation control [33]. Immunofluorescence confirmed supra-basal expression of KRT10 in all three genotypes (Fig 3B). In this case, WB analysis showed both *Tcl1-/-* and *K14-TCL1* mice to have more than 2-fold change in KRT10 expression with respect to WT mice (2.8- and 2.2-fold, respectively) (Fig 3C). FLG and IVL are terminal differentiation markers of granular layer, but are regulated in an opposite way in *Tcl1a* mouse models. WB experiments showed that FLG is more expressed in *K14-TCL1* mice (3-fold) and less in *Tcl1-/-* mice (0.4-fold), when compared to WT; conversely, IVL is augmented in *Tcl1-/-* KCs (4-fold), while it is almost undetectable in *K14-TCL1* ones (0.12-fold) (Fig 3C). Overall, these data demonstrate that TCL1 is profoundly involved in the regulation of both early and terminal KC differentiation programs.

**Fig 3:**
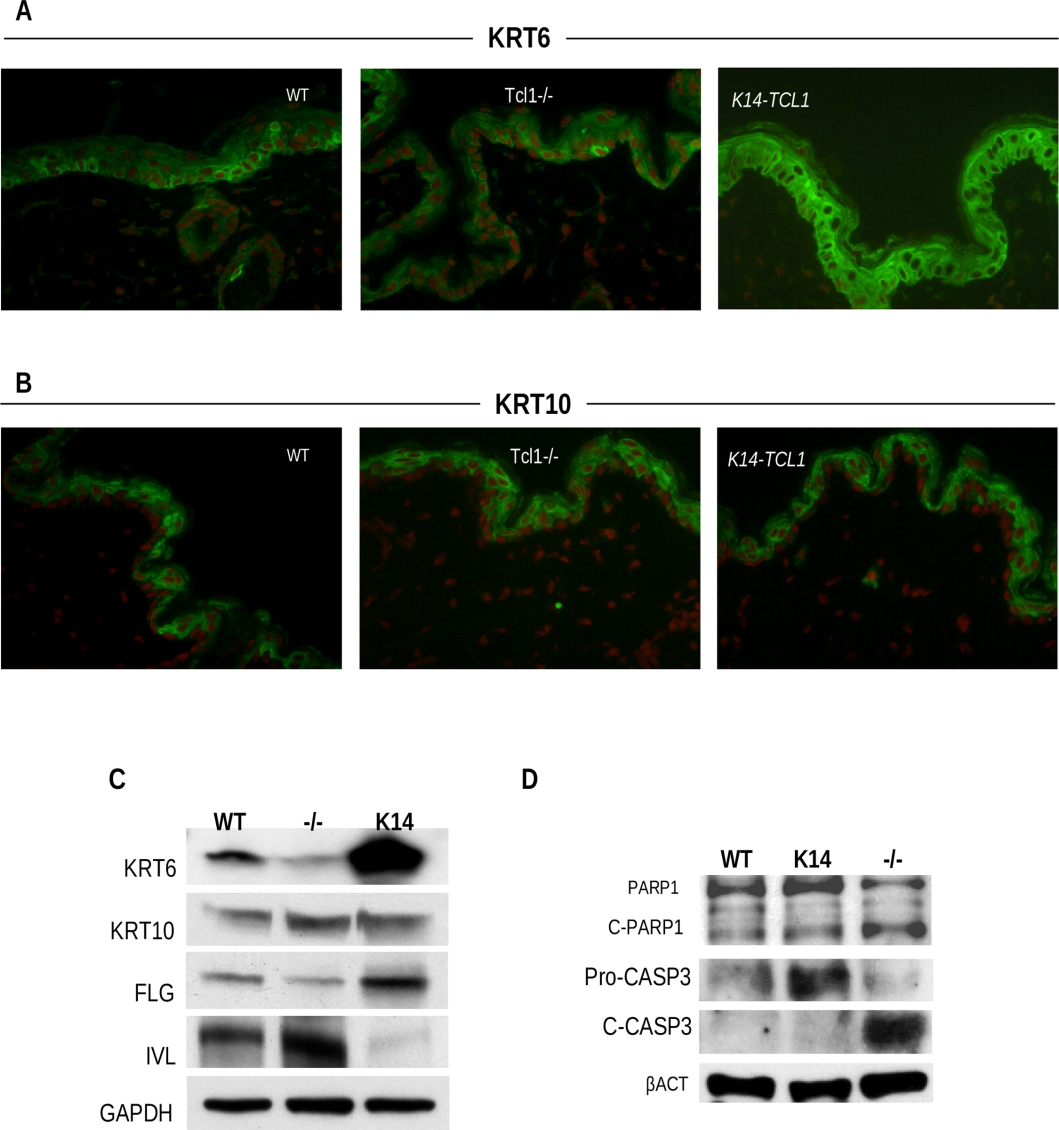
Differentiation and apoptosis are altered in *Tcl1-/-* KCs. Immunofluorescence for the activation marker KRT6 (green) (A) or the differentiation marker KRT10 (green) (B) on epidermis of WT, *Tcl1-/-* and *K14-TCL1* mice. Nuclear counterstain is propidium iodide (red). Magnification: 40X. Images were acquired by confocal laser scanning. Representative images of three experiments are shown. (C) Western blot analysis on protein extracts of epidermal sheet from WT, *K14-TCL1* (K14) and *Tcl1-/-* (-/-) mice for differentiation markers. The results were calculated as fold change of the *K14-TCL1* or *Tcl1-/-* to the WT OD values. Samples were analyzed also for PARP1 and CASP3 apoptosis markers (D). C-PARP1 and C-CASP3 are the cleaved forms. The results were calculated as percentage of the cleaved form to the sum of cleaved and entire normalized OD values.

Finally, we previously observed that basal KCs in the epidermis of *Tcl1-/-* mice aberrantly co-express proliferation and apoptosis markers *in vivo* [1]. Moreover, there are evidences for TCL1 anti-apoptotic effect through the decrease of PARP1 cleavage in humans [25]. Consistently with this function, by WB experiments in 3dpd epidermis, we found that the percentage of PARP1 cleavage in *Tcl1-/-* is higher than in WT (63% and 35%, respectively), while in *K14-TCL1* it is comparable to WT (38%) (Fig 3D). Similar results were obtained analyzing Caspase 3 cleavage (69%, 33% and 37%, respectively). Hence, these experiments confirm the anti-apoptotic role of TCL1 in murine KCs.

### TCL1 modulation affects the phosphorylation levels of ERK1/2, SAPK/JNK and P38 MAPK

Unlike the TCL1 function in the immune system [22], when we analyzed AKT activation in mutant and transgenic KCs by kinase assay, we didn’t find significant differences with respect to WT (Panel A in S1 Fig). Consistently with this result, phosphorylated AKT(Ser473) does not co-localize with TCL1 in WT follicular keratinocytes, analyzed by immunofluorescence (Panel B in S1 Fig). Moreover, pathway analysis have not pointed out the AKT signaling among those affected by TCL1 modulation. 

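Akt1 differed little between genotypes, by -0.030 ± 0.040 on the log2 scale in Tcl1-/- and -0.056 ± 0.040 in K14-TCL1 against WT, with adjusted p of 0.627 and 0.348. Of 21 genes of AKT signaling, 4 were higher, 2 were lower and 15 did not pass the test (the same when adjusted over the list alone) in Tcl1-/-. Gsk3b, a kinase that AKT inhibits, was -0.23 ± 0.050 and Rps6kb1, which encodes a kinase of ribosomal protein S6, -0.28 ± 0.072, while the PI3-kinase genes Pik3r2 and Pik3cd rose by 0.18 ± 0.048 and 0.20 ± 0.055. Each of these 4 lost its call without at least 1 of the WT arrays. The median of the list was -0.012 and its mean 0.0068, and camera gave an adjusted p of 0.957. In K14-TCL1, 3 were higher, 3 were lower and 15 did not pass the test (3 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.340). There Pik3ca rose by 0.29 ± 0.057 and Akt2 was -0.16 ± 0.037. Transcript levels give no measure of AKT kinase activity, and a list that was not called is not shown to be unchanged.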

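Camera called neither the genes of the MAPK cascade nor the dual specificity phosphatases in Tcl1-/- or in K14-TCL1. Besides Dusp1, which rose, Dusp6, which encodes an ERK phosphatase, was -0.71 ± 0.042 on the log2 scale in Tcl1-/- and -0.31 ± 0.042 in K14-TCL1 against WT, Dusp16 -0.52 ± 0.056 and -0.45 ± 0.056, and Dusp7 -0.46 ± 0.078 and -0.43 ± 0.078. Of 9 measured dual specificity phosphatase genes, 3 were lower, 2 were higher and 4 did not pass the test (3 higher and 3 lower when adjusted over the list alone) in Tcl1-/-, and 3 were lower, 2 were higher and 4 did not pass the test (the same when adjusted over the list alone) in K14-TCL1. Their median was -0.19 and their mean 0.019 in Tcl1-/-, and camera called neither (adjusted p = 0.525 and 0.419). Of 35 MAPK cascade genes, 6 were higher, 3 were lower and 26 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- (adjusted p = 0.447), among them the transcription factor gene Elk3 (0.66 ± 0.088), Mknk2 (0.27 ± 0.036) and Map2k1 (0.26 ± 0.047). In K14-TCL1, 4 were lower, 2 were higher and 29 did not pass the test (the same when adjusted over the list alone, camera adjusted p = 0.592), with Elk3 at 1.08 ± 0.088. Mapk14, which encodes P38, had a difference from WT of 0.029 ± 0.047 in Tcl1-/- (adjusted p = 0.699) and -0.071 ± 0.047 in K14-TCL1 (adjusted p = 0.324). The ERK1 gene Mapk3 rose by 0.14 ± 0.042 in Tcl1-/- (adjusted p = 0.0384), a call lost without either WT array. The JNK1 gene Mapk8 rose by 0.21 ± 0.054 in K14-TCL1 (adjusted p = 0.0294), a call lost, among others, without WT replicate 2. The JNK2 gene Mapk9 had 0.0013 ± 0.044 in Tcl1-/- (adjusted p = 0.989) and -0.070 ± 0.044 in K14-TCL1 (adjusted p = 0.297).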

Rather, our GEP data have highlighted the involvement of MAPKs in response to *Tcl1a* modulation. The MAPK cascade has a central role on the regulation of differentiation and programmed cell death in the epidermis, through the phosphorylation of ERK1/2, SAPK/JNK and P38 [34].

Thus, we investigated by WB analysis the phosphorylation rate of ERK1/2, SAPK/JNK and P38 MAPKs in KCs from *Tcl1-/-* and *K14-TCL1* mice, compared to the WT samples (Fig 4). We found that *Tcl1a* loss increased the P38 phosphorylation rate when compared to WT and *K14-TCL1* mice by 7.2- and 2.8-fold, respectively (Fig 4A and 4C). On the opposite, the over-expression of *TCL1A* induced a 32-fold increased ERK1/2 (Fig 4A–4C) and a 2.6-fold increased SAPK/JNK (Fig 4B and 4C) phosphorylation with respect to WT. Normalized optical density values (OD) of the phosphorylated and entire forms are given in supplement (Panels A, B and C in S2 Fig). The graph in Fig 4C shows the phosphorylation rate for these proteins calculated as the OD ratio of phosphorylated to entire form. These results indicate that in the absence of *Tcl1a*, P38 route is hyper-activated, leaving unaffected ERK1/2 and SAPK/JNK signaling. On the other hand, over-expression of *TCL1A* in the basal KCs partially restores the phosphorylation of P38 to WT levels and enhances the activation of ERK1/2 and SAPK/JNK.

**Fig 4:**
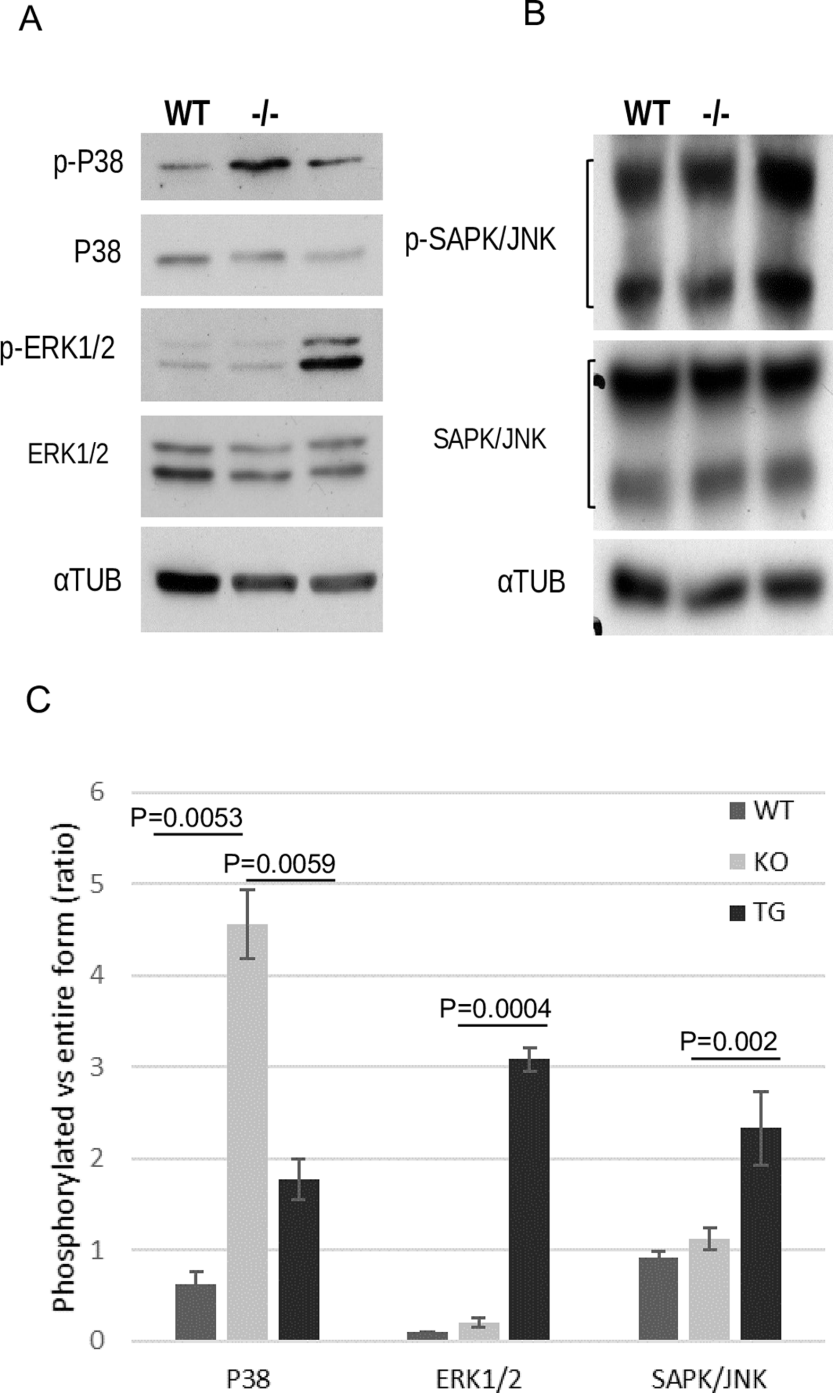
MAPKs phosphorylation pattern is modified by TCL1 loss- or gain-of function. Western blot analysis of phosphorylated forms of P38, ERK1/2 (A) and SAPK/JNK MAPKs (B) on protein extracts from keratinocytes of WT, *Tcl1-/-* and *K14-TCL1* mice. Tubulin alpha (αTUB) was used to normalize protein load. (C) Normalized OD values were used to calculate the ratio of phosphorylated to entire forms and graphed as the mean and standard deviation of three independent experiments for the WT (dark gray), *Tcl1-/-* (light gray) and *K14-TCL1* (black) KCs.

### TCL1 inhibits cFOS expression and its nuclear localization and induces cJUN phosphorylation

The activator protein 1 (AP1) transcriptional complex represents one of the main effector of the MAPK signaling cascade in the epidermis [34, 35]. Since our GEP data show 8.4-fold increased *cFos* mRNA in *Tcl1-/-* mice with respect to WT (S4 Table), we investigated changes in the main AP1 subunits cFOS and cJUN.

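Fos was at an intensity of 2509 ± 63.5 (SD, n = 3) in Tcl1-/-, 1839 ± 67.6 (n = 3) in K14-TCL1 and 315 ± 20.4 (n = 2) in WT. Tcl1-/- and K14-TCL1 also differed from each other, by 0.45 ± 0.047 on the log2 scale (adjusted p = 0.000416). Against WT, the adjusted p was 1.09e-08 in Tcl1-/- and 6.91e-08 in K14-TCL1. Jun was at 658 ± 10.3, 540.1 ± 16.6 and 493 ± 25.4. It rose by 0.42 ± 0.046 in Tcl1-/- (adjusted p = 0.000353) and had a difference of 0.13 ± 0.046 in K14-TCL1 (adjusted p = 0.0763). Other AP1 genes moved apart: Fosb was at 104 ± 3.97 in Tcl1-/- and 38.4 ± 3.74 in WT, Junb rose by 0.36 ± 0.052 and Fosl1, which encodes FRA1, was -0.86 ± 0.051. Of 12 measured AP1 genes, 5 were higher, 1 was lower and 6 did not pass the test (6 higher and 1 lower when adjusted over the list alone) in Tcl1-/- (adjusted p = 0.0267 from camera, adjusted p = 0.208 with an estimated correlation). In K14-TCL1, 3 were higher, 1 was lower and 8 did not pass the test (4 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.225). Of the list, 4 genes stand in the study's tables.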

We analyzed the cFOS protein by confocal analysis on 3dpd skin samples from the three genotypes (Fig 5A). The first evidence is that, accordingly to mRNA data, cFOS expression is enhanced in *Tcl1-/-* when compared to WT, also at the protein level and it is only partially restored in *K14-TCL1* mice. Interestingly, we also found that, in the WT skin, cFOS cellular localization is totally restricted to the cytoplasmic compartment of the basal layer. In the WT panel of Fig 5A the green fluorescence, representing cFOS staining, is all around the blue fluorescence of the nuclei. Conversely, in the absence of *Tcl1a*, cFOS is strongly localized to the nuclear compartment of the cell visualized as light blue fluorescence in Fig 5A. In the *K14-TCL1* panel, the cFOS staining pattern is intermediate between WT and Tcl1-/- samples. These data suggest the TCL1-mediated inhibition of cFOS transcriptional activity occurring in human B-CLL [25], might be functional in the murine KCs as well. When we analyzed cJUN expression in the skin of the three mouse models, we observed comparable levels of cJUN total protein, which was restricted to the cytoplasm of basal KCs in all samples (Fig 5B). On the contrary, cJUN phosphorylation was associated with nuclear localization and the number of positive cells was found decreased in *Tcl1-/-* and increased in *K14-TCL1* KCs, when compared to the WT counterpart. To confirm and quantify this difference, we analyzed cJUN phosphorylation rate by WB and we found a 0.7-fold decreased cJUN phosphorylation in *Tcl1-/-* KCs, when compared to the WT (Fig 5C and 5D). At the same time, over-expression of *TCL1A* leads to a 1.9- and 1.3-fold increased cJUN phosphorylation rate when compared to *Tcl1-/-* and WT, respectively. Normalized OD values of the phosphorylated and entire forms are given in supplement (Panel D in S2 Fig). These experiments show that TCL1 takes part in AP1 regulation, by controlling both cFOS localization and cJUN phosphorylation.

**Fig 5:**
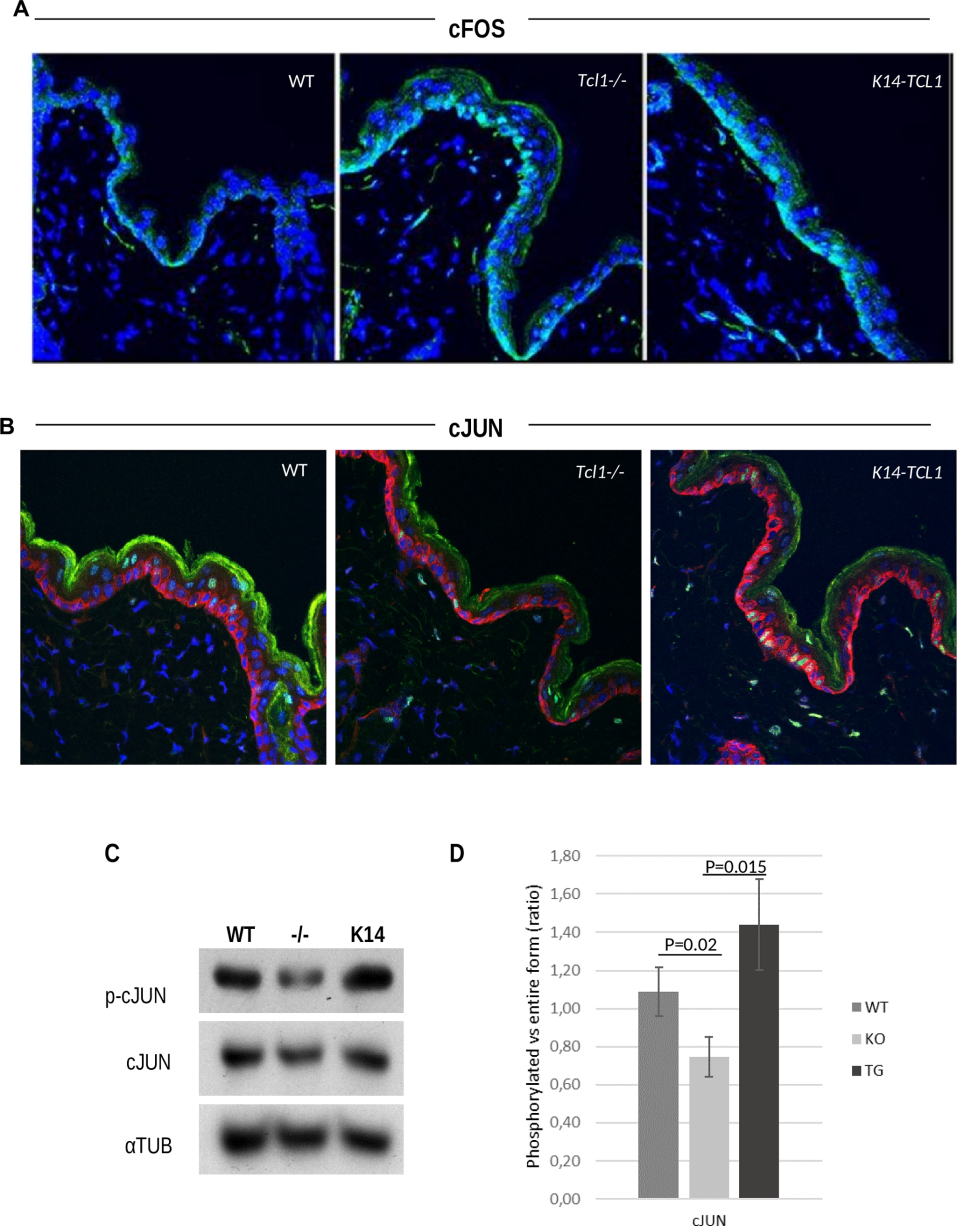
cFos and cJUN AP1 components are affected by TCL1 loss- or gain-of function through different mechanisms. (A) Immunofluorescence of cFOS (green), or (B) cJUN (red) and phospho-cJUN (green) on WT, *Tcl1-/-* and *K14-TCL1* mice epidermis. Nuclear counterstain is propidium iodide (blue).Merging of green and blue fluorescence represents nuclear localization (light blue). Magnification: 40X. Images were acquired by confocal laser scanning. (C) Western blot analysis of cJUN and phospho-cJUN on protein extracts of KCs from WT, *Tcl1-/-* and *K14-TCL1* mice. (D) Normalized OD values were used to calculate the ratio of phosphorylated to entire form and graphed as the mean and standard deviation of three independent experiments for the WT (dark gray), *Tcl1-/-* (light gray) and *K14-TCL1* (black) mice.

## Discussion

Previously we showed that adult *Tcl1-/-* mice developed skin defects due to dramatic reduction of CD34 stem cell marker and proliferating TA cells in the hair follicle, as well as dysregulated proliferation/differentiation/apoptosis program in the interfollicular epidermis [1]. In this work, we finally demonstrated that *Tcl1a* is required for the correct programming and commitment of the epidermal KCs.

The GEP analysis shows that *Tcl1a* loss provokes profound gene expression deregulation in the epidermal tissue. Furthermore, the mouse model carrying the *K14*-driven *TCL1A* gene in a *Tcl1a* null background is more similar to the WT than to the *Tcl1-/-* one, therefore giving a first general statistical confirmation of the previously observed ability of the *K14*-*TCL1* transgenic mouse to rescue the *Tcl1-/-* mutant phenotype. In particular, the expression of 55% of genes deregulated in the *Tcl1-/-* are restored in *K14*-*TCL1* KCs. Among these, 36 genes (39%) are completely rescued at physiologic level or overturned, suggesting a close relationship with TCL1. Interestingly, 29 out of these 36 genes were downregulated in the *Tcl1-/-* KCs, confirming the role for TCL1 as a transcription activator [25] also in epidermal cells. On the other hand, the *K14-TCL1* mouse is not able to rescue all the genes affected by the absence of *Tcl1a*, especially those over-expressed, suggesting that the presence of *Tcl1a* is necessary, but not sufficient, for these factors. Another possibility is that the *K14*-driven *TCL1A* is unable to regulate factors acting in supra-basal layers due to its expression limited to basal layer.

At the functional level, the GO analysis pointed out the differentiation and cell division as two functions defective in *Tcl1-/-* KCs, which are rescued in the *K14-TCL1*. In contrast with the T and B cell *TCL1A* transgenic models, overexpression in epidermal KCs did not induce hyper-proliferation, nor did we observe skin tumours formation in the *K14-TCL1* mice [1]. This phenotype is in agreement with our GEP data and GO analysis and might be due to a milder activity of the *K14* promoter with respect to the *lck* or *Eμ* ones. Alternatively, the proliferation/survival programs in the KCs might be subjected to a tight control, able to overcome the TCL1A overexpression. Rather, the over-represented genes belong to the response to stimulus and cell motility GO terms, with no evidence for any aberrant phenotype.

*Krt6* is one of the most significant differentially expressed gene found by our GEP analysis. *Krt6* is not constitutively expressed in the skin, but is rapidly induced after injury of the epidermis (e.g. waxing) and is considered a marker of KCs activation both for proliferation and for differentiation [31, 32]. Interestingly, we observed that in 3dpd WT epidermis, KRT6 protein is mainly expressed by basal cells and maintained in some supra-basal cells; in *Tcl1-/-* epidermis, KRT6 expression is dramatically reduced and in *K14-TCL1*, KRT6 is highly expressed in all the layers. Thus, KRT6 expression is strongly dependent from TCL1 regulation, is induced in the basal layer and maintained in supra-basal layers, indicating that KRT6 might be a good candidate, at least in part, for the observed differentiative and/or proliferative phenotypes. Conversely, the supra-basal marker KRT10 is increased in *Tcl1-/-* as well as in *K14-TCL1* mouse, when compared to WT, suggesting to exemplify the above mentioned ‘not rescued’ over-expressed genes. Yet, the expression of the terminal differentiation markers FLG and IVL are altered in *Tcl1-/-* but rescued in *K14-TCL1* mouse, suggesting that in supra-basal KCs, some differentiation programs might be activated from the basal layer. Apoptosis signaling represents another interesting example of the basal/supra-basal stratification affected by *Tcl1a* loss. In our previous work, we observed proliferative marker coexisting with apoptotic events in basal layer of *Tcl1-/-* mouse, although programmed cell death is normally activated in terminally differentiated layer only. This aberration was rescued by K14-driven *TCL1A* over-expression [1]. Here, we showed that the apoptotic factors PARP1 and CASP3 are abnormally activated in *Tcl1-/-* KCs with respect to WT and the K14-*TCL1* expression is sufficient to restore physiologic activation levels, resembling the TCL1 anti-apoptotic effect observed in human CLL [25].

Proliferation is another defective function we described in the *Tcl1-/-* skin [1], which has been pointed out also in this work by the GO analysis. Accordingly, primary KCs from *Tcl1-/-* mice are almost unable to form colonies or to proliferate when placed in complete media. On the other hand, this phenotype is completely rescued when *TCL1A* is reinserted in basal cells of K14-*TCL1* mouse, mimicking the WT behavior. These experiments confirmed the TCL1A overexpression to induce no hyper-proliferation in KCs. Pathway analysis identified growth factor and MAPK as some of the most significantly pathways altered in the Tcl1-/- KCs. Since IGF1 is known to regulate epidermal proliferation, motility, and progenitor cell behaviour, acting through MAPK-AP1 and/or PI3K-AKT pathways [29, 30, 36, 37], we focused on IGF1-induced proliferation. Interestingly, we found a proliferation pattern closely resembling that obtained with serum stimulation, with impaired proliferation of *Tcl1-/-* KCs, which was significantly rescued by K14-TCL1 expression. This finding demonstrates that *Tcl1a* gene is definitely necessary for KCs proliferation both by serum- or IGF1-induction.

Actually, despite the most known TCL1 function is to enhance AKT kinase activity [21, 23], we did not found any difference in the AKT kinase activity between the three mouse models. This finding is consistent with the two-cell embryo model, which showed no differences between the phosphorylated AKT content of *Tcl1-/-* and WT mice [20]. Noguchi et al. had proposed that the AKT kinase activity maintained in the *Tcl1a* null mice might be due in part to the presence of five TCL1B family proteins and MTCP1 in the mouse genome [38]. Accordingly, we had reported the high level expression of the *Tcl1B2* isoform in the mouse epidermis, especially in the Tcl1-/- one [1].

As for IGF1, most of the incoming signals that regulate proliferation, differentiation, and apoptosis in the interfollicular epidermis are shuttled through the three major MAPK cascades ERK1/2, SAPK/JNK, and P38 with several interconnections among the cascades [39]. ERK1/2 activation primarily mediates proliferative and survival signals from a range of different surface molecules, including growth factors and cellular adhesion proteins; on the other hand, P38 MAPK-dependent mechanisms are mainly involved in regulating differentiation and apoptosis processes [34, 40–43]. SAPK/JNK is able to regulate proliferation, differentiation, survival and/or migration, thus tuning a variety of processes such as tissue homeostasis, cell metabolism, inflammation and carcinogenesis [44]. The relative activities of MAPKs can be evaluated by their phosphorylation rate and here we provide evidences that *Tcl1-/-* mouse shows a hyper-activation of P38 MAPK, which might be responsible for the apoptotic phenotype observed. Additionally, P38 hyper-phosphorylation might account for differentiative disorders such as IVL overexpression [45]. On the converse, the overexpression of *TCL1A* by *K14*-driven transgene increases ERK1/2 and SAPK/JNK phosphorylation. That TCL1 may influence ERK1/2 phosphorylation was observed also in B-CLL, where the TCL1-targeting microRNA-181b decreased phospho-ERK1/2 as well [46]. Thus, TCL1 could act as a proliferative/pro-survival factor and a differentiation regulator by increasing the phosphorylation on ERK1/2 and SAPK/JNK and maintaining low levels of phospho-P38.

In epidermal KCs, downstream targets of MAPK signalling are primarily represented by AP1 transcription factor, which is composed of homo- or hetero-dimers mainly belonging to the FOS and JUN protein families. MAPKs can both affect AP1 activity, by direct phosphorylation, and by transcriptional activation of the promoters of specific AP1 components. Multiple AP1 family members are expressed in the epidermis and form different dimer pairs, regulating expression of several target genes and controlling KC functions [45, 47, 48]. It is not by haphazard that by chip analysis we have found, among the most dysregulated genes, several factors participating to the MAPK signaling and, in particular, the AP1 effector *cFos*. Nevertheless, TCL1 has been reported to bind cFOS directly, thus inhibiting apoptosis [25, 49]. Our data are consistent with this observation and we can hypothesize that TCL1 prevents cFOS transcriptional function by sequestering this factor into the cytoplasm, having cFOS mainly nuclear localization in the *Tcl1-/-* epidermal KCs. This phenotype is rescued, although not entirely, in the K14-*TCL1* mice. Moreover, we have shown that phosphorylation of cJUN is reduced in the absence of *Tcl1a* and increased once *TCL1A* has been reintroduced into the KCs. Hence, in mouse KCs TCL1 seems to have a stimulating rather than an inhibitory effect on cJUN activity that was seen in B-CLL by Pekarsky et al. [25]. This would be consistent with a role for cJUN in proliferation, differentiation and wound healing, in mouse epidermal cells [50–52].

## Conclusions

In conclusion, analyzing the effects of altered *Tcl1a* gene expression in knockout or transgenic mouse models, we have demonstrated, for the first time, that TCL1 is a major factor on epidermal KCs' proliferation, in particular when serum- or IGF1-stimulated. Additionally, *Tcl1a* loss is associated with differentiation disorders and uncontrolled apoptosis. Conversely, overexpression of TCL1A is able to rescue almost completely the mutant defects and do not show any evident aberration. Our data suggest that TCL1 function in KCs is exerted, at least in part, by regulating the MAPK phosphorylation balance between ERK1/2, SAPK/JNK and p38, the phosphorylation rate of cJUN and the cellular localization of cFOS, that means multilevel control of the activity of the MAPK/AP1 axis. Whether the role of TCL1 is due to direct interactions with the MAPK factors above mentioned or with the AP1 subunits, cJUN and cFOS, will be the object of further investigations. Finally, we intend to analyze TCL1 role also in the human hair follicle and epidermis from skin tissues of both healthy donors and patients affected by skin diseases.

## Supporting information

S1 Table Real Time PCR primers and FC. The sequence of forward and reverse primers is reported for the target and housekeeping genes. FC values were calculated as described in M&M section and compared to those obtained by GEP analysis.
(XLSX)

S2 Table List of antibodies used for WB experiments. The company, catalog number and working dilution for every antibody is reported.
(XLSX)

S3 Table Differentially expressed genes between WT, *Tcl1-/-* and *K14-TCL1* KCs. Class 1: *Tcl1-/-*; Class 2: *K14-TCL1*; Class 3: WT. The first 271 genes are significant at the nominal 0.001 level of the univariate test The 'Pairwise significant' column shows pairs of classes with significantly different gene expression at alpha = 0.01. Class labels in a pair are ordered (ascending) by their averaged gene expression. In the last column the “rescued” (light gray), “not rescued” (gray) and “not included” (NI, dark gray) groups are reported.
(XLSX)

S4 Table Differentially expressed genes in *Tcl1-/-* vs WT KCs. Class 1: *Tcl1-/-*; Class 2: WT. The first 254 genes are significant at the nominal 0.001 level of the univariate test.
(XLSX)

S5 Table Differentially expressed genes in *K14-TCL1* vs WT KCs. Class 1: *K14-TCL1*; Class 2: WT. The first 223 genes are significant at the nominal 0.001 level of the univariate test.
(XLSX)

S6 Table Differentially expressed genes in Tcl1-/- vs *K14-TCL1* KCs. Class 1: *Tcl1-/-*; Class 2: *K14-TCL1*. The first 218 genes are significant at the nominal 0.001 level of the univariate test.
(XLSX)

S7 Table GO analysis in Tcl1-/- vs WT KCs. 120 out of 442 investigated gene sets passed the 0.005 significance threshold. LS/KS permutation test found 4 significant gene sets. Efron-Tibshirani's maxmean test found 120 significant gene sets (under 200 permutations). Gene sets with at least 80% of either under-expressed or over-expressed genes are highlighted (gray). Class 1: *Tcl1-/-*; Class 2: WT.
(XLSX)

S8 Table GO analysis in *K14-TCL1* vs WT KCs. 69 out of 442 investigated gene sets passed the 0.005 significance threshold. LS/KS permutation test found 2 significant gene sets. Efron-Tibshirani's maxmean test found 67 significant gene sets (under 200 permutations). Gene sets with at least 80% of either under-expressed or over-expressed genes are highlighted (gray). Class 1: *K14-TCL1*; Class 2: WT.
(XLSX)

S9 Table GO analysis in Tcl1-/- vs WT KCs. 64 out of 442 investigated gene sets passed the 0.005 significance threshold. LS/KS permutation test found 15 significant gene sets. Efron-Tibshirani's maxmean test found 62 significant gene sets (under 200 permutations). Gene sets with at least 80% of either under-expressed or over-expressed genes are highlighted (gray). Class 1: *Tcl1-/-*; Class 2: *K14-TCL1*.
(XLSX)

S10 Table Pathway analysis in Tcl1-/- vs WT KCs. 49 out of 151 investigated gene sets passed the 0.05 significance threshold. LS/KS permutation test found 40 significant gene sets. Efron-Tibshirani's maxmean test found 33 significant gene sets (under 200 permutations). Class 1: *Tcl1-/-*; Class 2: WT.
(DOCX)

S11 Table Pathway analysis in *K14-TCL1* vs WT KCs. 44 out of 151 investigated gene sets passed the 0.05 significance threshold. LS/KS permutation test found 34 significant gene sets. Efron-Tibshirani's maxmean test found 22 significant gene sets (under 200 permutations). Class 1: *K14-TCL1*; Class 2: WT.
(DOCX)

S12 Table Pathway analysis in Tcl1-/- vs WT KCs. 23 out of 151 investigated gene sets passed the 0.05 significance threshold. LS/KS permutation test found 20 significant gene sets. Efron-Tibshirani's maxmean test found 7 significant gene sets (under 200 permutations). Class 1: *Tcl1-/-*; Class 2: *K14-TCL1*.
(DOCX)

S1 Fig TCL1 loss- or gain-of-function do not influence AKT activity. (A) Kinase assay was performed on keratinocyte lysates, according to manufacturer’s protocol. Graph represents mean OD values and standard error bars of three independent experiments. No differences were observed between the three genotypes. (B) Immunofluorescence for mouse TCL1 protein (red) and phosphorylated AKT(Ser473) (green). Nuclear counterstain is propidium iodide (PI, blue). Merging of red and blue fluorescence represents TCL1 nuclear localization (pink). Magnification: 40X. Images were acquired by confocal laser scanning.
(TIF)

S2 Fig Western blot analysis of the MAPKs and cJUN phosphorylation pattern. WB analysis of phosphorylated (dark gray) and entire (light gray) forms of P38 (A), ERK1/2 (B) SAPK/JNK MAPKs (C) and cJUN (D) on protein extracts from keratinocytes of WT, *Tcl1-/-* and *K14-TCL1* mice. Tubulin alpha (αTUB) was used to normalize protein load. Normalized OD values are graphed as the mean and standard deviation of three independent experiments.
(TIF)

# Supplementary material for: T Cell Leukemia/Lymphoma 1A is essential for mouse epidermal keratinocytes proliferation promoted by insulin-like growth factor 1
**Source:** PLoS One. 2018 Oct 4;13(10):e0204775. doi: 10.1371/journal.pone.0204775
**Supplement:** S10 Table — 49 out of 151 investigated gene sets passed the 0.05 significance threshold. LS/KS permutation test found 40 significant gene sets. Efron-Tibshirani's maxmean test found 33 significant gene sets (under 200 permutations). Class 1: Tcl1-/-; Class 2: WT.

Class 1: *Tcl1-/-*; Class 2: WT.

# Supplementary material for: T Cell Leukemia/Lymphoma 1A is essential for mouse epidermal keratinocytes proliferation promoted by insulin-like growth factor 1
**Source:** PLoS One. 2018 Oct 4;13(10):e0204775. doi: 10.1371/journal.pone.0204775
**Supplement:** S11 Table — 44 out of 151 investigated gene sets passed the 0.05 significance threshold. LS/KS permutation test found 34 significant gene sets. Efron-Tibshirani's maxmean test found 22 significant gene sets (under 200 permutations). Class 1: K14-TCL1; Class 2: WT.

Class 1: *K14-TCL1*; Class 2: WT.

# Supplementary material for: T Cell Leukemia/Lymphoma 1A is essential for mouse epidermal keratinocytes proliferation promoted by insulin-like growth factor 1
**Source:** PLoS One. 2018 Oct 4;13(10):e0204775. doi: 10.1371/journal.pone.0204775
**Supplement:** S12 Table — 23 out of 151 investigated gene sets passed the 0.05 significance threshold. LS/KS permutation test found 20 significant gene sets. Efron-Tibshirani's maxmean test found 7 significant gene sets (under 200 permutations). Class 1: Tcl1-/-; Class 2: K14-TCL1.

Class 1: *ko*; Class 2: *tg*.

How the deposited data were processed for this re-analysis (not part of the article)

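The authors hybridized epidermal RNA to Affymetrix mouse arrays, and according to the submitters' notes the deposited intensity values are RMA summaries (background correction, quantile normalization across arrays and a summary of the probes of each probe set) on the linear scale. The version of RMA is not given in the sources used here. The deposited intensities were taken to log2 here with no pseudocount, since none is at or below 0, and the authors' normalization was kept. Every log2 difference given here, computed from the deposited intensities, is a difference of group means on that scale, and every ratio or fold computed from the deposited intensities is 2 to the power of that difference. A table of the same values in the series matrix equals them exactly. RMA values do not give a count behind each gene, and the number of arrays, with 2 WT and 3 of each other genotype, limits precision. Low intensities hold background, which compresses the folds of weakly expressed genes.

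Probe sets were named from the deposited table. Control probe sets (64), probe sets without a name (492) and with several names (578) were left out, and 21556 remained. Of these, 19462 names were current symbols in the RefSeq gene table of GRCm38.p6, 1633 were older names updated with it, and 461 were kept as given. Among genes with several tested probe sets, 13, 7 and 12 of 3670 had probe sets called in opposite directions in Tcl1-/- vs WT, K14-TCL1 vs WT and Tcl1-/- vs K14-TCL1. The probe set with the highest mean stands for a gene. Genes whose highest genotype mean lies under 5 (log2), 3470 in all, were not tested. The fit was made with limma 3.58.1 in R 4.3.3, with a mean for each genotype and 1 prior variance. Its moderated statistics pool 5 residual degrees of freedom with 3.32 prior ones. Each comparison was adjusted over the 9731 tested genes (Benjamini-Hochberg), and gene lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The p-values set the difference between genotype means against the spread between animals of the same genotype. They rest on 2 or 3 animals in a group, which limits what they say about other animals. They cannot separate genotype from a strain, litter or preparation that goes with it.

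The comparisons, filter, alternatives, rule for named genes and 35 gene lists were set before the data were examined. The lists hold markers of KC layers, the cell cycle, signaling, stress and the other cell types of skin, and part of their genes, like those of the PCR and of the paper's GO terms and pathways, had been seen in the paper's tables. Named genes are the 10 with the largest differences in each direction among those whose arrays do not overlap, with an intensity mean past the filter, and up to 4 members of a list by smallest p. A few genes and 1 pathway that these rules or the paper's text would name are not reported here. The rescue classes follow the paper's rules on the probe sets that S3 Table marks, with limma's unadjusted pairwise p under 0.01. The study's criteria were applied as the methods state them, but with limma's variance model.

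WT serves as control in both comparisons against it. Over 100 simulations of unchanged groups set against the same WT arrays, the mean covariance of the log2 differences was 0.00253, against 0.0292 observed. Of the genes called higher, 662 were shared by both comparisons, and 481 of those called lower. How many the shared WT arrays alone would give was not simulated. The fit was first run on simulated values for the 9731 genes with known changes in 200 of them. It recovered 66%, 64% and 86% of 1.25-fold changes (Tcl1-/- vs WT, K14-TCL1 vs WT and Tcl1-/- vs K14-TCL1), 92% of 1.5-fold changes in each, and 100%, 98% and 100% of 2-fold changes, 50 genes of each size. None was called in the wrong direction, and 3.24%, 8.29% and 5.97% of the calls were false. The simulated noise was independent between genes. In the data 26.6%, 21.5% and 26.6% of the genes were called, far more than were changed in the simulation. These rates may therefore not carry over to the data.

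S3 Table's means, which the paper gives per genotype, lie outside the range of the arrays analysed here for 123 of 271 probe sets in WT, 75 in Tcl1-/- and 65 in K14-TCL1. The median gap is 0.029, 0.026 and 0.028 on the log2 scale. Alternatives run besides these settings were other filters, probe sets, scalings, variance models, gene set tests and each array left out in turn. Western blots, immunofluorescence, colony and proliferation assays, which the arrays do not measure, were not re-analysed. Left out altogether were the pathways of S10 to S12 Tables beyond those in Tables 1, 2 and 3.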

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

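Of the explanations weighed here, variants of another strain around the H2 genes and around Tcl1, and other splits of the arrays, were tested as planned, and the tests of cell mixture and of the WT arrays were chosen after the result was seen.

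The interferon response genes, a group the paper does not discuss, were higher in both genotypes than in WT. Of 39 in Tcl1-/- against WT, 32 were higher, 1 was lower and 6 did not pass the test (34 higher and 1 lower when adjusted over the list alone), with a median log2 difference of 0.44. In K14-TCL1 against WT the median was 0.76, and in Tcl1-/- against K14-TCL1 -0.22, with 22 genes lower and 1 higher (1 higher and 25 lower when adjusted over the list alone), and the adjusted p was 0.00775, 0.00197 and 0.0179 with an estimated correlation. More T cells or Langerhans cells, if they carried these transcripts, were taken to raise their own markers as much. The median of 29 such markers was 0.21 in Tcl1-/- (upper quartile 0.450), near enough to the interferon genes to leave this open. In K14-TCL1 it was 0.23 (upper quartile 0.409), below the 0.76 of the interferon genes. Low intensities compress folds, and transcripts raised in other cells would not show in these markers, so a part for T cells or Langerhans cells is not excluded there. WT arrays prepared apart would raise the same genes in both, and 32 were higher in both, but 20 of these also differed between Tcl1-/- and K14-TCL1, so a response of the mice themselves and this explanation both stay open.

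Probe sets of H2-Ea, H2-D1, H2-K1 and Lgals6 were far higher in Tcl1-/- than in both other genotypes, while 9 other probe sets of H2-D1 and H2-K1 differed between Tcl1-/- and K14-TCL1 by a median of 0.13 (-0.015 to 0.30) against 5.50 for the 3 changed ones. DNA of another strain in the Tcl1-/- mice would change some probe sets of one gene and not others, and would change neighbours too. Among 96 genes around the H2 genes, 0 were called over 1.5-fold between Tcl1-/- and K14-TCL1, and 0% of 7612 windows of that size had fewer (median 1, 95th percentile 4). The H2 genes themselves and the members of the antigen presentation and interferon lists were left out of this count. The methods name a strain for WT only. Since a variant changes probe binding only where it lies under a probe, the window count does not settle the question. More Langerhans or dendritic cells are argued against by their markers, with a median of 0.15 between these genotypes (upper quartile 0.194, highest 0.353). The smallest rise among the probe sets taken for the 4 genes is 2.57, and another probe set of H2-Ea rose by 2.24.

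Of 50 genes beside Tcl1, 7 were called in the same direction in Tcl1-/- and K14-TCL1 against WT, as DNA of another strain carried along with the knockout could bring about. Windows of 50 genes had a median of 6 and a 95th percentile of 11, and 60.1% of 8596 windows had fewer, which leaves this open. Of 10 splits of the 6 Tcl1-/- and K14-TCL1 arrays into 3 and 3, only the true one, 1 in all, called as many genes as the 2592 found, and the highest count of any other was 0. Each other split mixes Tcl1-/- and K14-TCL1 arrays within its groups, so their difference enters the spread and leaves little room for calls. With 10 splits, a share under 0.05 cannot be reached.

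Sebaceous gland markers were higher in Tcl1-/- than in K14-TCL1, with a median of 0.24, 9 of 10 genes higher and none lower (the same when adjusted over the list alone) and an adjusted p = 0.0462 with an estimated correlation. This list lies outside the genes the paper discusses, which flagged it.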

How the results depend on the processing

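Most of the gene results followed kept their direction and call under the settings tried, with the counts given at the end. Many of these genes were picked for the largest differences or smallest p on these arrays, which favours keeping the call. Most lists lost their call with an estimated correlation in camera. The counts over all genes depended on the WT arrays, the variance model and the filter. With 1 WT array left, its spread is assumed to be that of the other groups, and fewer arrays lower the power, which alone lowers counts. The values from the series matrix are identical to those used, so that alternative tests nothing. Signal over background limits the weakly expressed genes. No filter on low values gave 2153 called genes between Tcl1-/- and WT against 2593, where the adjustment runs over 3470 more genes. Where no construction is named, the cause was not tested.

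Called genes in Tcl1-/- vs WT (2593), K14-TCL1 vs WT (2096) and Tcl1-/- vs K14-TCL1 (2592) became 223, 201 and 204 with the study's variation filter, which leaves few genes to test. They became 453, 259 and 560 with an ordinary 2-sample test of equal variance at an unadjusted p under 0.001, and 1262, 465 and 1551 after Benjamini-Hochberg adjustment, where each gene has only its own spread. With each array left out in turn they ran from 1415 to 2924, 970 to 2209 and 1780 to 2576, lowest without WT replicate 1 (WT comparisons) and Tcl1-/- replicate 1. Called gene lists, 52 over the 3 comparisons, became 9 with an estimated correlation in camera and 122 with fry, which asks whether the genes change at all, and ran from 45 to 57 with each array left out. The paper's GO sets, 30 called, ran from 26 to 30 with each array left out, and became 24 with a mean of at least 7, 25 without probe sets ending in _x_at or _s_at, 25 with the variation filter and 29 to 31 under the other settings.

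The lead of WT over Tcl1-/- in similarity to K14-TCL1, 1.40% of the distance, became 28.0% with 1 minus Pearson correlation, 85.8% over the study's 31 genes, -0.441% with no filter, 9.14% with a mean of at least 7, 9.09% with the most variable probe set, 0.536% without probe sets ending in _x_at or _s_at, 3.71% with arrays quantile normalized again and 11.4% with the variation filter, and ran from -2.69% to 2.94% with each array left out. The share of all called genes nearer to WT, 47.2%, became 48.1% at 1.5-fold or more, 49.96% with a mean of at least 7, 52.6% with the most variable probe set, 48.3% with arrays quantile normalized again, 48.4% with trend and robust, 45.3% with the variation filter, and ran from 43.1% to 49.8%. The correlation of 0.566 between both comparisons with WT became 0.520, 0.523, 0.580, 0.548 and 0.539 with a mean of at least 7, the most variable probe set, no _x_at or _s_at, arrays quantile normalized again and the variation filter, and ran from 0.554 to 0.593. The rescued share of the study's probe sets, 56.5%, became 53.3% with the highest-mean probe set, 53.0% without _x_at or _s_at and 57.6% with arrays quantile normalized again, and ran from 55.4% to 57.6%. Probe sets by the study's criteria ran from 196 to 340 (3 groups, 352 with all arrays), 102 to 282 (Tcl1-/- vs WT, 287), 46 to 203 (K14-TCL1 vs WT, 207) and 184 to 221 (Tcl1-/- vs K14-TCL1, 235).

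Replicate numbers are shared by the genotypes, but no label or methods sentence says that they mark a litter or a day. The 7 same-numbered pairs deviated together with correlations of -0.061 to 0.057, and 3 of 8 arrays correlated best with their own number, so the numbers do not pair the samples. With the number as a replicate block, the called genes were 2048, 1540 and 2130. The rescued share was 55.4% and the probe sets by the study's criteria in K14-TCL1 vs WT were 85. The direction turned for Stk25 (K14-TCL1 vs WT) 0.0075, granular and cornified layer list (Tcl1-/- vs WT) 0.0029, DNA replication list (K14-TCL1 vs WT) 0.0034, AKT list (Tcl1-/- vs WT) 0.0017 and study's H2-Ea probe set (K14-TCL1 vs WT) 0.023. Why these turned was not tested. The block takes degrees of freedom, which bears on the calls, and WT has no replicate 3.

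With arrays centred on their median, the direction turned for H2-K1 (Tcl1-/- vs WT) -0.017, Mapk9 (Tcl1-/- vs WT) -0.018, Parp1 (Tcl1-/- vs WT) -0.0033 and MAPK cascade list (Tcl1-/- vs WT) -0.0015. With arrays quantile normalized again, the direction turned for H2-K1 (Tcl1-/- vs WT) -0.018, Mapk9 (Tcl1-/- vs WT) -0.0075, Tcl1b1 (K14-TCL1 vs WT) -0.017, Tcl1b4 (K14-TCL1 vs WT) -0.037, Mtcp1 (Tcl1-/- vs K14-TCL1) 0.0015 and granular and cornified layer list (Tcl1-/- vs WT) 0.0012. With the most variable probe set of a gene, the direction turned for Mapk9 (Tcl1-/- vs WT) -0.11, Parp1 (K14-TCL1 vs WT) 0.080, H2-K1 (Tcl1-/- vs K14-TCL1) 2.57, Mtcp1 (Tcl1-/- vs K14-TCL1) 0.076, Mapk9 (Tcl1-/- vs K14-TCL1) -0.070, Parp1 (Tcl1-/- vs K14-TCL1) -0.042, Pik3r1 (Tcl1-/- vs K14-TCL1) 0.22 and AKT list (Tcl1-/- vs WT) 0.038. Without probe sets ending in _x_at or _s_at, the direction turned for H2-K1 (Tcl1-/- vs K14-TCL1) 2.57 and AKT list (Tcl1-/- vs WT) 0.029. With each array left out in turn, directions turned within these ranges: H2-K1 (Tcl1-/- vs WT) -0.021 to 0.026, Mtcp1 (Tcl1-/- vs WT) -0.0020 to 0.055, Mapk8 (Tcl1-/- vs WT) -0.081 to 0.052, Mapk9 (Tcl1-/- vs WT) -0.036 to 0.038, Parp1 (Tcl1-/- vs WT) -0.020 to 0.051, Stk25 (K14-TCL1 vs WT) -0.056 to 0.054, H2-K1 (K14-TCL1 vs WT) -0.0061 to 0.041, H2-D1 (K14-TCL1 vs WT) -0.0015 to 0.046, Tcl1b4 (K14-TCL1 vs WT) -0.0040 to 0.056, Mtcp1 (K14-TCL1 vs WT) -0.039 to 0.14, Parp1 (K14-TCL1 vs WT) -0.060 to 0.026, H2-K1 (Tcl1-/- vs K14-TCL1) -0.026 to 0.0060, Tcl1 (Tcl1-/- vs K14-TCL1) -0.029 to 0.084, Tcl1b4 (Tcl1-/- vs K14-TCL1) -0.0025 to 0.051, Mtcp1 (Tcl1-/- vs K14-TCL1) -0.11 to 0.066, Parp1 (Tcl1-/- vs K14-TCL1) -0.010 to 0.076, Akt1 (Tcl1-/- vs K14-TCL1) -0.00071 to 0.044, granular and cornified layer list (Tcl1-/- vs WT) -0.013 to 0.0049, DNA replication list (K14-TCL1 vs WT) -0.047 to 0.0095, AKT list (Tcl1-/- vs WT) -0.018 to 0.019 and study's H2-Ea probe set (K14-TCL1 vs WT) -0.100 to 0.086. Of these, all but H2-K1 and Pik3r1 in Tcl1-/- vs K14-TCL1 lay near 0 or missed the threshold. For H2-K1 another probe set of the gene stands in, 1 of the 3 changed ones.

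Of the gene and list results followed, 443 and 441 kept direction and call without WT replicate 1 and 2, 35 and 37 lost the call and 3 and 1 gained it. Without any other single array, 467 to 475 kept both and 4 to 19 lost the call. Across filters on intensity, scalings and probe sets, 402 to 478 kept both and 1 to 10 lost the call. The study's variation filter left 178 of them to test, and all kept both. That filter keeps only genes that vary strongly across these arrays, so this outcome was largely fixed in advance. With an estimated correlation, 29 list results lost the call and 27 kept direction and call.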

Differences from the paper's values

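Principal component 1 holds 47.7% of the variance here and about 26% in Fig 1A, read by eye. Component 3 holds 6.45% here and about 14% in Fig 1A, read by eye. None of the alternatives set before the data were examined has a share of component 1 or 3 within 1.5 times of the paper's. Scaled to equal variance, all probe sets gave 26.6% and 14.04%, and the tested genes 31.8% and 12.7%. Both settings were chosen after seeing the values, and the first drops none of the genes the paper calls. Over all settings the shares ran from 26.6% to 61.5% and from 0.630% to 14.04%.

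The paper states from its GO set tests that the defect in mitosis seen in Tcl1-/- mice is no longer found in K14-TCL1 mice. In the separate list of 46 mitosis genes used here, 43 were lower in K14-TCL1 than in WT, with a median of -0.42. In Tcl1-/-, 37 were lower, with a median of -0.30. Both comparisons share the WT arrays, so high WT values would lower these genes in both. Between Tcl1-/- and K14-TCL1 the median was 0.18, a call lost with an estimated correlation (adjusted p = 0.0830). The 8 mitosis genes that the study lists, chosen on these samples, include Epgn, Ereg and Rps6. They fell less in K14-TCL1 (median -0.56, 5 lower) than in Tcl1-/- (median -0.77, 8 lower) against WT. Between Tcl1-/- and K14-TCL1 their median was -0.35 (5 lower, 1 higher), while the paper excepts a fall of mitosis from what it finds in that comparison. DNA replication genes were not lower as a list in K14-TCL1, with 3 of 32 lower. Its statement on differentiation, taken over the study's 7 genes of keratinocyte differentiation, holds here, with 4 higher and none lower than WT. These 7, chosen on these samples, are Krt6a, Krt6b and Sprr genes. All 11 late envelope genes were lower than WT. Camera also called the granular and cornified list down (adjusted p = 4.65e-05, and 0.103 with an estimated correlation). It called the spinous list down as well (adjusted p = 0.000700, and 0.0851 with an estimated correlation).

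The paper gives a ratio over its stated limit for a single gene of antigen presentation in K14-TCL1 against WT. Here 2 of the 4 measured genes lie above that limit, Procr at 1.43 and H2-Ab1 at 1.16. H2-Ab1 (log2 difference 0.218 ± 0.038) lies so near the limit of 1.15 that its side is not fixed. H2-D1 and H2-K1 are read here by their probe sets with the highest mean. Those classed in S3 Table had ratios of 1.13 and 1.08, also under the limit. The paper names the IGF1 pathway among the most altered in Tcl1-/-. Here camera gave it an adjusted p of 0.0617, with 3 of 11 genes called. Under the paper's unadjusted threshold for pathways it would pass, as it does after adjustment without WT replicate 1 (0.0267), with no filter on low values (0.0400) and with the most variable probe set (0.0124), and with fry (4.93e-05). With an estimated correlation it passes neither, with an adjusted p = 0.324 and 0.174 unadjusted. For Epgn in K14-TCL1, the PCR of S1 Table lies on the other side of WT than the array ratio of 0.689, while 6 of the 7 genes called there, and 7 of all 10, lie on the same side. Stk25, in the count over all 10, lies so near WT that its side is not fixed. The Ivl transcript in Tcl1-/- and the Flg transcript in K14-TCL1 lay on the other side of WT than the proteins in the paper's blots. Transcript levels do not measure protein, so they do not check these blots.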

Other observations

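Hypoxia response genes were higher in Tcl1-/- than in WT and than in K14-TCL1. Of 25 measured genes, 19 were higher, 3 were lower and 3 did not pass the test (the same when adjusted over the list alone) against WT, with a median log2 difference of 0.29, and 19 were higher, 2 were lower and 4 did not pass the test (the same when adjusted over the list alone) against K14-TCL1. The adjusted p = 0.0885 and 0.0833 with an estimated correlation. Egln3, an oxygen sensor, was 1.03 ± 0.033 (± SE) against WT, and Bnip3, a regulator of mitophagy, 1.16 ± 0.040. In K14-TCL1 against WT, 7 were higher, 2 were lower and 16 did not pass the test (8 higher and 2 lower when adjusted over the list alone), camera adjusted p = 0.101. Of these genes, 5 stand in the study's tables. Of 10 sebaceous gland markers, 8 were higher, none was lower and 2 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- against WT, adjusted p = 0.0553 with an estimated correlation. In K14-TCL1, 4 were higher, 3 were lower and 3 did not pass the test (5 higher and 3 lower when adjusted over the list alone). Of 17 circadian clock genes, 8 were higher, 3 were lower and 6 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- and 8 were higher, 2 were lower and 7 did not pass the test (8 higher and 3 lower when adjusted over the list alone) in K14-TCL1, with camera adjusted p of 0.0699 and 0.0960. Of 15 heat shock genes, 6 were lower, 1 was higher and 8 did not pass the test (2 higher and 7 lower when adjusted over the list alone) in Tcl1-/-, adjusted p = 0.211 with an estimated correlation. In K14-TCL1, 2 were higher, 2 were lower and 11 did not pass the test (2 higher and 3 lower when adjusted over the list alone), camera adjusted p = 0.252. Of 29 apoptosis genes, 11 were higher, 2 were lower and 16 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- (camera adjusted p = 0.0817) and 8 were higher, 1 was lower and 20 did not pass the test (9 higher and 1 lower when adjusted over the list alone) in K14-TCL1, adjusted p = 0.143 with an estimated correlation there. Parp1, which encodes a DNA repair enzyme, had a log2 difference from WT of 0.016 ± 0.055 in Tcl1-/- (adjusted p = 0.867) and -0.011 ± 0.055 in K14-TCL1 (adjusted p = 0.902).

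Hair follicle markers moved in both directions. Of 14 markers of follicle stem cells, 6 were higher, 4 were lower and 4 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- and 5 were higher, 3 were lower and 6 did not pass the test (6 higher and 3 lower when adjusted over the list alone) in K14-TCL1, with camera adjusted p of 0.292 and 0.670. The transcription factor gene Lhx2 rose by 0.66 ± 0.090 in Tcl1-/- and 0.65 ± 0.090 in K14-TCL1, and the activin antagonist gene Fst by 0.82 ± 0.073 and 0.41 ± 0.073. Cd34 lies under the filter on low values and was not tested. Of 12 markers of hair matrix and shaft, 2 were higher, none was lower and 10 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- and 2 were higher, none was lower and 10 did not pass the test (the same when adjusted over the list alone) in K14-TCL1, with camera adjusted p of 0.0912 and 0.317. Of 15 T cell markers, 5 were higher, 1 was lower and 9 did not pass the test (6 higher and 1 lower when adjusted over the list alone) in Tcl1-/- (camera adjusted p = 0.0611). Of the 9 neutrophil and macrophage markers, 4 were higher, 3 were lower and 2 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- (camera adjusted p = 0.871).

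Camera called none of the lists of endothelial, muscle, adipocyte and melanocyte markers. Of 5 endothelial markers, 1 was higher, none was lower and 4 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- and 1 was higher, none was lower and 4 did not pass the test (the same when adjusted over the list alone) in K14-TCL1. Of 5 muscle markers, none passed in either. Of 5 adipocyte markers, 1 was higher, none was lower and 4 did not pass the test (2 higher when adjusted over the list alone) in Tcl1-/- and 1 was higher, none was lower and 4 did not pass the test (the same when adjusted over the list alone) in K14-TCL1. Of 5 melanocyte markers, 1 was higher, none was lower and 4 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- and 1 was higher, none was lower and 4 did not pass the test (the same when adjusted over the list alone) in K14-TCL1. A list of 8 candidates for genes that differ between mouse strains, all 8 in the study's tables, had 6 higher, 1 lower and 1 did not pass the test (the same when adjusted over the list alone) in Tcl1-/- and 5 higher, none lower and 3 did not pass the test (the same when adjusted over the list alone) in K14-TCL1, with adjusted p = 0.151 and 0.122 with an estimated correlation. As the study's tables come from these samples, these counts are not independent evidence.

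The paper's keratinocyte and insulin pathway sets were tested too. Of 18 genes of the keratinocyte set, 8 were higher, 4 were lower and 6 did not pass the test (9 higher and 4 lower when adjusted over the list alone) in Tcl1-/- against WT (camera adjusted p = 0.0759). Of 10 genes of the insulin set, 3 were higher, none was lower and 7 did not pass the test (the same when adjusted over the list alone), camera adjusted p = 0.0287 and adjusted p = 0.247 with an estimated correlation. Both were chosen by the study on these samples, so they are not independent evidence.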
